# Retinoic Acid Receptors and the Control of Positional Information in the Regenerating Axolotl Limb

**DOI:** 10.3390/cells10092174

**Published:** 2021-08-24

**Authors:** Trey Polvadore, Malcolm Maden

**Keywords:** retinoic acid, retinoic acid receptor, RARα, positional information, axolotl, limb regeneration

## Abstract

We know little about the control of positional information (PI) during axolotl limb regeneration, which ensures that the limb regenerates exactly what was amputated, and the work reported here investigates this phenomenon. Retinoic acid administration changes the PI in a proximal direction so that a complete limb can be regenerated from a hand. Rather than identifying all the genes altered by RA treatment of the limb, we have eliminated many off-target effects by using retinoic acid receptor selective agonists. We firstly identify the receptor involved in this respecification process as RARα and secondly, identify the genes involved by RNA sequencing of the RARα-treated blastemal mesenchyme. We find 1177 upregulated genes and 1403 downregulated genes, which could be identified using the axolotl genome. These include several genes known to be involved in retinoic acid metabolism and in patterning. Since positional information is thought to be a property of the cell surface of blastemal cells when we examine our dataset with an emphasis on this aspect, we find the top canonical pathway is integrin signaling. In the extracellular matrix compartment, we find a MMP and several collagens are upregulated; several cell membrane genes and secretory factors are also upregulated. This provides data for future testing of the function of these candidates in the control of PI during limb regeneration.

## 1. Introduction

The axolotl (*Ambystoma mexicanum*), a salamander native to Mexico, is capable of extraordinary feats of regeneration including complete regeneration of severed limbs. Regardless of where the amputation occurs along the proximal–distal (PD; shoulder to hand) limb axis, only the missing tissue is regrown. This indicates that cells in the limb blastema, a conical assembly of proliferating cells that will form the regenerated tissue, are somehow aware of their position along the PD axis. This property is reflected in the rule of distal transformation, which states that regeneration can only occur in the proximal-to-distal direction, as blastema cells can only create cells with an identity more distal than their own. An amputation between the elbow and wrist, for example, is unable to regenerate a second elbow as those tissues would require more proximal identities. While this phenomenon has been widely studied, the molecular mechanisms that govern the establishment, maintenance, and interpretation of positional information (PI) are still poorly understood.

Unlike development, where concentration gradients of extracellular morphogens are considered to be the means by which positional information is encoded, in regeneration, the cell surface of connective tissue blastemal cells has become the focus of attention. For example, when a wrist blastema is grafted proximally to the upper arm level and the limb is then amputated through the upper arm, the grafted blastema will move distally as the limb regenerates and then cease moving and integrate at the wrist level from which it originated [1]. When a blastema is cut off from the limb, rotated 180 degrees around the circumferential axis, and placed back on the limb stump, it will frequently de-rotate and end up in the same position at which it started [2]. When proximal and distal blastemas are cultured in vitro, proximal blastemas engulf distal blastemas, while blastemas from similar positions simply fuse with each other [3], suggesting there is a gradient of cell adhesion along the PD axis, which is used to interpret positional information through cell surface interactions.

An exception to the rule of distal transformation was found when distal blastemas were treated with retinoic acid (RA), a derivative of vitamin A, and regenerated an entire arm composed of all three limb segments (upper arm, forearm, and hand). This respecification of distal identity to a proximal state by RA was originally seen in axolotl limbs and found to be dependent on both the concentration of RA and length of treatment (Figure 1) [4,5]. In an attempt to understand the molecular basis of respecification, a subtractive screen was performed between untreated and RA-treated distal blastemas in the newt (*Notophtalmus viridescens*). In accordance with the suggested location of PI, this screen identified *prod1*, a gene encoding a cell surface protein, which was upregulated approximately 15-fold after RA treatment [6]. Further experimentation showed that removing Prod1 from the membrane or treating cells with a blocking antibody changed the engulfment behavior of distal cells, and over-expression of *prod1* in the blastema cells transformed distal cells into more proximal cells [7]. However, the axolotl homolog to newt Prod1 is not membrane-bound and does not appear to have direct effects on PI [8], so the search for a positional identity gene in the axolotl continues. Recent studies have identified differential gene expression in the axolotl limb blastema following RA treatment [9], but it has proven difficult to parse positionally relevant genes from the many genes involved in RA signaling.

We sought to perform another differential expression analysis that could better subset positionally relevant genes from the overall response to RA treatment of the limb blastema. In the early 1990s, synthetic RA agonists were designed to specifically bind to only one of the three known retinoic acid receptors (RARs) when administered at low concentrations [10,11]. The three agonists we have used here are Am580 (also known as CD336), CD2019, and CD437, which selectively bind to RARα, RARβ, and RARγ, respectively. We treated axolotl forelimbs amputated mid-radius/ulna with each RAR agonist and compared their effects on limb duplication that follows PI respecification. Our results indicate that all three agonists can induce complete limb duplication at 250 nM treatments, but only activation of RARα by Am580 consistently results in complete PD duplication at 25 nM treatment.

Following treatment of axolotl blastemas with 25 nM Am580, and thereby minimizing off-target gene expression induced by RARβ and RARγ, we extracted total RNA from only the blastema mesenchyme where the PI is known to reside. Am580 treatment induced significant differential expression in 3637 genes by RNA-sequencing, of which 2580 could be matched to an available reference sequence. A subset of 505 annotated genes was analyzed and revealed several cell adhesion, cell membrane, matrix, and secretory proteins. We also identified 23 unknown genes with homology limited to the genus *Ambystoma* and differential expression of fourfold or greater, which may represent candidates for future studies.

## 2. Materials and Methods

### 2.1. Axolotl Care

#### 2.1.1. Axolotl Procurement and Husbandry

Albino and wild type axolotls were purchased from the Ambystoma Genetic Stock Center at the University of Kentucky at sizes ranging from hatchlings (1 cm) to large juveniles (10–13 cm). All axolotls were housed individually for the duration of the experiments to prevent cannibalistic limb loss. Each animal was kept in room temperature, 40% Holtfreter’s solution (HS). Axolotls were fed a mixture of live brine shrimp, frozen bloodworms, and fish pellets. All axolotl experimentation was performed in compliance with the University of Florida’s Institutional Animal Care and Use Committee (protocol number 201810351, approved 25 September 2018).

#### 2.1.2. Limb Amputations

Limb amputations were conducted with a single cut to the mid-zeugopod following systemic anesthetization in tricaine-s (Sigma-Aldrich, St Louis, MO, USA) dissolved in HS. The concentration of tricaine-s used was dependent on axolotl length and ranged from 300 to 1000 mg/L.

#### 2.1.3. Systemic RAR Agonist Treatment

Following limb amputation, the axolotls were placed in HS for 24 h to recover. Animals in the treatment groups were then placed in the working RAR agonist solution for 3–5 days post amputation and the animals in the control group were placed in HS with DMSO (volume equal to amount of agonist solution used in treatment animals). The solutions were changed every 24 to 48 h. All animals were then returned to HS until limb regeneration was complete or until tissue was harvested.

### 2.2. Solution Preparation

#### 2.2.1. Victoria Blue Stain

Victoria Blue stain was prepared by dissolving 1% *w*/*v* Victoria Blue dye in acid alcohol. 

#### 2.2.2. RAR Agonist Solutions

Stock solutions of all-*trans*-RA, Am580 (Sigma-Aldrich, St. Louis, MO, USA), CD271, CD2019, and CD437 (Tocris Bioscience, Bio-Techne Corp, Minneapolis, MN, USA) were prepared to 1 mM by dissolving in DMSO and stored at −20 °C. Working solutions were prepared by dilution with HS to achieve the desired treatment concentrations ranging from 10 nM to 250 nM.

### 2.3. Limb Analysis

#### 2.3.1. Limb Collection and Staining

Regenerated limbs were collected and fixed in 10% neutral buffered formalin (NBF) for at least 24 h at 4 °C. The limbs were bleached overnight at room temperature in 30% hydrogen peroxide. Each limb was dehydrated in 50% ethanol 1 h, treated with 1% HCl in 70% ethanol for 2 h, and then stained with Victoria blue for 45 min. After dehydrating to 100% ethanol, the tissue was cleared in methyl salicylate.

#### 2.3.2. Duplication Scoring

Following collection of the limbs and staining with Victoria blue, the regenerates were photographed and visually evaluated for proximodistal respecification. Duplication scores (Figure 1) were assigned ranging from 0 (normal regenerate with no duplication) to 5 (complete duplication from stylopod to autopod) [4]. Intermediate scores are assigned according to the degree of duplication.

### 2.4. RNA Sequencing 

#### 2.4.1. RNA Extraction

For the sequencing experiment, mesenchyme tissue was collected only from the right forelimb blastemas, which had the epidermis removed, of both Am580 and DMSO-treated axolotls. The left contralateral limb was allowed to continue regeneration and served as confirmation that respecification had taken place, since contralateral pairs of limbs from any one animal always behaved identically. The right mesenchymes were immediately placed in RNALater, incubated at 4 °C overnight, and then stored at −20 °C. Total RNA was extracted using a RNeasy Fibrous Tissue Mini Kit (QIAGEN 74704, Qiagen, Germantown, MD, USA) according to the manufacturer’s protocol. A total of 675–2889 ng of RNA was extracted from each sample (means of 1350 ng (*s* = 574 ng) and 2168 ng (*s* = 563 ng) for Am580 and DMSO-treated tissue, respectively), as quantified using a Qubit fluorometer. Agilent TapeStation analysis assigned RINs ranging from 9.5 to 10.0 (mean RIN of 9.9, *s* = 0.14). From each treatment group of ten axolotls, RNA extracts were used for RNA-sequence library construction (*n* = 6).

#### 2.4.2. Library Construction and RNA Sequencing

An Illumina TruSeq stranded library was constructed via poly-A selection for each individual blastema sample for a total of 12 libraries (six from the Am580-treated group and six from the DMSO-control group). The libraries were sequenced on the Illumina NovaSeq6000 platform to yield approximately 642 million paired-end, 150 bp reads (mean of 53.5 M read pairs (*s* = 6.5 M read pairs) per library). Library construction and sequencing were performed by HudsonAlpha Discovery, Huntsville, AL, USA. 

#### 2.4.3. Read Processing and Quality Control

All reads were evaluated with FastQC [12] for base sequence quality, adapter content, and duplication level to identify any library-level errors. Adapter sequences and low-quality bases were trimmed from each read using Trimmomatic [13] and then re-evaluated with FastQC. Surviving paired-end reads were not merged, and single-end reads were excluded from downstream analyses.

#### 2.4.4. Data Processing and Visualization

Data processing was performed in R [14] using RStudio [15]. Data visualization was accomplished with the R graphics package ggplot2 [16].

### 2.5. RNA-Seq Analysis

#### 2.5.1. Transcriptome Assembly

Reads in each fastq file were aligned to the AmexG_v3.0.0 axolotl genome [17] using HISAT2 [hisat2/2.1.0, -q -dta] [18]. The resulting SAM files were converted to BAM files using samtools [samtools/1.8, samtools view -S], sorted [samtools sort], and indexed [samtools index -c] [19]. Due to the large size of the individual chromosome arms, it was necessary to create a CSI index instead of the standard BAI index. 

A combined transcriptome for treated and control blastemas was constructed using StringTie [stringtie/1.3.4d] [20,21] and gffread [gffread/0.9.8c] [22]. The GenePred annotation file provided with the genome was downloaded (https://www.axolotl-omics.org/dl/AmexG_3.0.0_FinalGeneSet.gp) and used to generate new transcript names that retained the reference names when possible and utilized the “MSTRG” name from StringTie for novel transcripts. Custom R [14] scripts were used in RStudio [15] to manipulate the reference GTF and StringTie output.

#### 2.5.2. Differential Expression Analysis

Transcript counts were produced with featureCounts [subread/1.6.2, featureCounts -s 2 -p -t exon -g gene_id] [23] using the transcriptome annotation file generated by StringTie. Custom R scripts were used to clean the featureCounts output and differential expression analysis was conducted with edgeR [24]. Low expressed reads were removed from the analysis by filtering for transcripts that did not have at least ten counts in at least six samples. The differential expression model fit a quasi-likelihood method and significance was determined with the [edgeR/3.26.8, glmQLFit, adjust.method = “BH”, *p* value = 0.05]. A total of 3454 genes were identified as differentially expressed at a log2 fold change greater than zero, with 1650 genes upregulated and 1804 downregulated. An additional 18,693 genes were present but did not exhibit significant differential expression.

#### 2.5.3. Transcript Annotation

All differentially expressed transcripts identified by edgeR were annotated with BLASTx [ncbi_blast, blastx -db swissprot -outfmt 10 -max_target_seqs 1] against the SwissProt database, supplementing the existing genome annotation. The top hit for each gene was retained for downstream analyses.

#### 2.5.4. Pathway Analysis

Differentially expressed genes with human Entrez designations were loaded into Ingenuity Pathway Analysis (IPA; QIAGEN) and subjected to pathway analyses with various fold change cutoffs. Using only genes with at least a twofold change, only 275 analysis-ready molecules were available, whereas decreasing the foldchange cutoff to 1.5 increased the analyzed genes to 485. IPA was used primarily for the identification of significantly activated or inhibited canonical pathways.

### 2.6. Data 

The data are currently being submitted to NCBI and the accession numbers will be provided during review.

## 3. Results

### 3.1. Human and Axolotl RARs Are Homologous

As the agonists were designed to selectively bind to human RARs [10,11], we sought to determine if agonist specificity would likely be retained when paired with the axolotl RAR homologs. Three amino acid residues within the ligand-binding domain of the human RARs are responsible for the binding specificity of each agonist [25]. Sequence similarities between human and axolotl RARs are high (87%, 90%, and 83% for RARα, RARβ, and RARγ, respectively) and axolotl RARs contain the same three specificity-granting amino acid residues, indicating that the agonists show similar selectivity with axolotl RARs (Figure 2).

### 3.2. Effects of Selective RAR Agonists on Limb Regeneration

As previous studies have shown that individual RARs are responsible for the formation of specific phenotypes, we hypothesized that positional information can be proximalized by the activation of a single RAR [27,28,29]. Forelimb stumps, 24 h post-amputation, were treated with synthetic agonists Am580 (RARα agonist), CD2019 (RARβ agonist), CD271 (RARα and RARβ dual-agonist), CD437 (RARγ agonist), or all-*trans*-RA. Systemic treatment of 3–5 cm-long axolotls at a concentration of 250 nM agonist resulted in varying degrees of proximal–distal limb duplication following mid-zeugopod amputation of both forelimbs. Qualitative, visual scoring of Victoria blue-stained regenerates were used to compare the proximal–distal (PD) duplication of each treatment (Figure 3). The limbs treated with 250 nM RA received a mean score of 2.5 out of 5, while the control limbs treated with equal volumes of the solvent DMSO received a score of 0 with no indication of PD duplication. While all four agonist-treated groups had at least one limb with complete duplication, only Am580 (RARα) and CD2019 (RARβ)-treated groups were comprised of complete duplication in all treated limbs. The RARγ agonist, CD437, had the greatest variation with a mean score of 2.7, and the RARβγ dual-agonist CD271 resulted in a mean score of 3.8. These results demonstrate successful respecification of positional identity to a more proximal state in all treatment groups as they all contain duplicated proximal elements.

### 3.3. Systemic Treatment of 25 nM Am580 Consistently Respecifies Positional Information

While the 250 nM agonist treatments suggest that activation of both RARα and RARβ lead to the highest degree of PD respecification, the possibility remained that only a single receptor is truly responsible for proximalization. As previous studies [10] have shown that the specificity of each agonist for a single RAR is highly dependent on agonist concentration and that, at any one concentration, the agonists elicit comparable binding [11], we repeated the systemic treatments at 25 nM on slightly larger axolotls (6–8 cm). When the agonists are more selective at this lower concentration of 25 nM, only activation of RARα by Am580 consistently results in PD duplication with a mean score of 4.9, compared to the CD2019 and CD437 treatment groups with mean scores of 0.1 and 0.3, respectively (Figure 4A). Comparing the 250 nM (Figure 3) and 25 nM (Figure 4A) treatments reveals that the 10X dilution results in a decrease in limb duplication following CD2019 and CD437 treatments, while there is minimal difference between the duplication scores of Am580-treated limbs. Representative Victoria blue-stained limbs from each treatment group at both 250 nM and 25 nM are compared in Figure 4B.

In search of a minimum concentration that could elicit the PD duplication seen above, hatchling axolotls (1–2 cm long) were treated with 10 nM of each agonist. These results revealed that the effects of Am580 are vastly reduced at such a low concentration. Many limbs treated with Am580 developed a cartilaginous spike on the ulna but generally did not exhibit any sign of proximalization. Four limbs treated with CD437 had a clear gap in either the regenerated radius or ulna. These results indicate that systemic agonist treatment of hatchlings at 10 nM is insufficient to induce duplication of the PD limb axis.

Experimenting on hatchling axolotls is convenient due to their low cost and rapid limb regeneration, but their tiny blastemas present a problem for surgical manipulation and molecular extraction/analysis. In order to collect enough tissue for larger studies, such as RNA-sequencing as we performed here, it is more convenient to work on a smaller number of larger axolotls that will yield larger blastemas. To determine if 25 nM systemic treatments is enough to respecify large juvenile limbs, 16 axolotls of approximately 10 cm in length were treated with either Am580 or DMSO. Despite the low concentration of only 25 nM, the large size of the axolotl, and the systemic delivery method that required absorption through the gills or skin, every Am580-treated limb showed complete PD duplication. We conclude that treatment with 25 nM agonist is best able to consistently induce complete PD respecification while maintaining agonist specificity across a range of sizes of axolotls.

### 3.4. RNA-Sequencing of Blastema Mesenchyme Tissue Following Am580 Treatment

#### 3.4.1. Systemic Am580 Treatment

To better understand the role of RA in respecifying positional information, we employed the Am580 agonist that selectively binds and activates RARα. The primary goal of using a selective agonist instead of RA was to minimize activation of off-target genes that are not involved in specifying positional identity. Twenty large juvenile axolotls (10–13 cmlong) were selected for systemic Am580 or DMSO treatment and blastema mesenchyme tissue collection. After amputating both forelimbs and resting for 24 h, 10 axolotls were placed in 25 nM Am580 in HS, and the remaining 10 axolotls were placed in an equal volume of DMSO in HS (Figure 5A). After five days of treatment, the axolotls were returned to HS for 24 h. The right forelimb blastemas were then collected from all 20 axolotls, the epidermis was removed from the blastemas and the mesenchyme stored in RNALater. The left forelimbs were left intact to regenerate to serve as observational controls for the efficacy of respecification since contralateral limbs behave identically. At the completion of regeneration, the left forelimb regenerates were collected, stained with Victoria blue, and scored based on proximodistal duplication. Scores for 9 Am580-treated (1 axolotl died prior to limb collection) and 10 control limbs show an increase in duplication of Am580-treated axolotls compared to the DMSO control (Figure 5D).

#### 3.4.2. RNA-Sequencing Metrics

The six limbs from the Am580 treatment group that showed the greatest level of duplication (Figure 5B) as well as six limbs from the DMSO control group, all scoring 0 with no duplication, were selected for RNA extraction and RNA-sequencing. 

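The sequenced blastema mesenchyme came from 6 axolotls kept in 25 nM Am580 from day 1 to day 5 after amputation and 6 kept in the DMSO vehicle. All were collected on day 7, so each treatment has 6 libraries of 1 blastema each. The authors deposited, for each gene of their StringTie assembly, the number of read pairs that featureCounts assigned to its exons, without normalization. Total counts per library lay between 27226012 and 40794002 in the DMSO libraries (median 34211520.5) and between 34279044 and 43793138 in the Am580 libraries (median 37109430.5). This difference in depth was within the spread between libraries (exact permutation test, two-sided, p = 0.128). The 10 genes with the most counts took 8.63 to 10.4% of the counts of a DMSO library and 8.54 to 9.74% of an Am580 library. A count of 0 allows up to 3 counts, which is 0.0637 to 0.111 CPM depending on the library, and this limit covers counting error only. Counts were normalized with edgeR's TMM method, and the 25879 genes with at least 10 counts in at least 6 libraries were tested with edgeR's quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. Log2 fold changes are Am580 over DMSO, and expression levels are TMM-normalized CPM given as mean ± SD over the 6 libraries of a treatment. In a principal component analysis of the log2 CPM, the first component held 28.6% of the variance and separated the treatments.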

Approximately 642 million paired-end, 150 bp reads were obtained from 12 libraries (mean of 53.5 M read pairs per library), with each library constructed from total RNA collected from the mesenchyme tissue of an individual blastema. All 12 libraries passed quality control analysis with fastQC [12], showed improvement following quality and adapter trimming with Trimmomatic, and were retained for downstream analyses.

#### 3.4.3. Transcriptome Assembly and Differential Expression Analysis

Using the axolotl genome (version AmexG_v3.0.0) as a reference, a transcriptome was assembled from reads in both the Am580 and DMSO treatment groups. Trimmed, paired-end reads were aligned to the genome using HISAT2 and the transcripts assembled using StringTie. A transcriptome was created using gffRead and gffCompare. 

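The merged assembly that the authors deposited places its transcripts on scaffolds of AmexG_v3.0.0. Genes listed under a StringTie identifier carry reference names only through it. It lists 57053 transcripts, of which 23251 are transcripts of the reference annotation and 33802 are not. Of its genes, 22906 hold at least 1 reference transcript, 14011 hold none, and 309 hold transcripts of more than 1 reference gene, so their counts cannot be divided between them. A StringTie identifier (MSTRG) names 29489 genes and the name of a reference transcript names the others. No read was counted in any library for 2341 genes.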

The final assembly is composed of 193,947 total transcripts, including 11,962 novel transcripts identified by StringTie.

From 36,917 genes identified by featureCounts, 3637 were determined by edgeR to be differentially expressed in the Am580-treated animals compared to the DMSO-control groups at an adjusted *p*-value of 0.05. 

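In the test of all 12 libraries, 3660 genes were called and 6659 had an unadjusted p under 0.05. For 2155 of the 3660, every Am580 library lay above every DMSO library or every one lay below. Such a separation was found for 2225 of all genes tested, where chance gives it to 0.216% of genes. Among the other settings, restricting the test to the 1890 genes listed under the name of a reference transcript moved the count most, to 171. With 1 library left out at a time, the count ranged from 3018 without DMSO replicate 5 to 3956 without Am580 replicate 1.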

Only 2580 were matched to a significantly similar homolog by BLASTx, indicating that many of the identified genes are either novel to the axolotl or simply not yet annotated in the SwissProt database. Of these 2580 differentially expressed genes, 1177 are upregulated and the remaining 1403 are downregulated. 

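Matches to SwissProt were not analysed here. In the merged assembly, 1154 of the called genes hold no transcript of the reference annotation, 593 of them upregulated and 561 downregulated.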

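Among all genes called, 1793 were upregulated and 1867 downregulated, so 49% rose. The larger side depends on the normalization and on single libraries. Scaled by library size only, 2145 genes rose and 1469 fell (59.4% up), and with upper-quartile normalization 1979 rose and 1673 fell (54.2% up). The median log2 fold change of all tested genes was 0.0545 and 0.0325 under these scalings and 0.00432 with TMM. With 1 library left out at a time, between 1462 and 1968 genes were upregulated and between 1556 and 2083 were downregulated.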

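Of the called genes, 1576 had an absolute log2 fold change of at least 1 (853 up, 723 down) and 519 had one of at least 2 (253 up, 266 down). For 19 of the latter, every library of a treatment had 3 counts or fewer, so that their fold changes are known only as bounds. Table 1 holds 30 transcripts, of which 28 passed the count filter. All 28 were called, 14 higher and 14 lower with Am580, and all 28 were called in each of the 12 fits that left out 1 library. The paper chose the transcripts on these same libraries, so their calls are not independent evidence. For 27 of the 30 transcripts the treatments did not overlap. The 5 genes with the largest rise among those with a mean of at least 1 CPM and no overlap include APMAP (MSTRG.2992), at 12.4 ± 4.50 CPM with Am580 and 0.161 ± 0.152 CPM with DMSO. Its log2 fold change was 6.31 (SE 0.50, Benjamini-Hochberg adjusted p = 3.34e-06 from edgeR's quasi-likelihood test). Among them is also TAT (MSTRG.12046), with at most 3 counts in a DMSO library and a level at least 25.5-fold higher with Am580. The largest fall was that of MSTRG.25599, named LIN1, at 4.79 ± 3.46 CPM with DMSO. Its log2 fold change of -6.85 (SE 0.89, Benjamini-Hochberg adjusted p = 0.000183 from edgeR's quasi-likelihood test, lower in 6 of 6 Am580 libraries) rests on 1 Am580 library with counts, replicate 6, and without it only a bound can be given. LIN1 is the name of a retroelement, and sharing of reads between copies was not measured here. TPH (MSTRG.4440) fell from 6.19 ± 2.56 to 0.155 ± 0.0719 CPM, a log2 fold change of -5.27 (SE 0.37, Benjamini-Hochberg adjusted p = 1.25e-06 from edgeR's quasi-likelihood test, no overlap). RPS25 (MSTRG.18535), with a log2 fold change of 6.96 (SE 1.78, Benjamini-Hochberg adjusted p = 0.0188 from edgeR's quasi-likelihood test), was high in Am580 replicate 1 (254 CPM) and Am580 replicate 3 (150 CPM) and at 0.400 to 1.05 CPM in the other Am580 libraries, which overlap the DMSO range of 0.295 to 0.811 CPM. For a single gene, the other settings moved this value most, to 2.98 with limma-voom (adjusted p = 0.504, with a range of 2.29e-06 to 0.504 over the other settings), where it was not called.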

A restricted list of 505 genes was created by selecting all genes with at least a twofold change in expression, and the top thirty differentially expressed genes are presented in Table 1.

### 3.5. Differentially Expressed Genes

#### 3.5.1. Integrin Signaling

In a pathway analysis conducted using all significant differentially expressed genes from our Am580-treated blastemas, the top canonical pathway identified by IPA is integrin signaling. A total of 63 genes associated with integrin signaling are found among our differentially expressed genes, including 10 transmembrane receptors (Table 2). 

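The 63 genes of the pathway analysis were not analysed here. Instead, a list of 26 integrin subunit symbols was tested, of which 19 are carried by genes of the assembly and which gave 20 tested genes. Their median log2 fold change was -0.01, with 9 genes higher and 11 lower. The median was 0.05 when scaled by library size only and 0.02 with upper-quartile normalization. These scalings move all genes alike, and the median of all tested genes went from 0.00432 to 0.0545 and 0.0325. The change of sign therefore says nothing about integrins. The mean log2 CPM of the list was 3.92 ± 0.263 with Am580 and 4.04 ± 0.108 with DMSO, and 3 Am580 libraries lay below and 1 above every DMSO library. In limma's camera test with a correlation of 0.01 the list had a Benjamini-Hochberg adjusted p of 0.60 over the 14 lists tested. Camera with the correlation estimated for each list moved this most, to 0.986, and over all alternatives it ranged from 0.390 to 0.986. Taken singly, 7 of the 20 genes were called over all genes tested and 8 adjusted over the list alone, and 10 had an unadjusted p under 0.05.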

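Of the receptors in Table 2, ITGAV, ITGB3, ITGB2, ITGA6, ITGA2, ITGA5 and CAV1 are named in the assembly, and the other receptors of the table were not analysed here. ITGAV (MSTRG.7436, AMEXG_0030001591 from 5679052 to 6273773 in AmexG_v3.0.0) was at 228 ± 36.3 CPM with DMSO and 107 ± 25.8 CPM with Am580, a log2 fold change of -1.10 (SE 0.15, Benjamini-Hochberg adjusted p = 0.000304 from edgeR's quasi-likelihood test). ITGB3 (MSTRG.1413), which shares its assembled gene with a transcript of another reference gene, fell from 201 ± 40.7 to 81.1 ± 25.0 CPM, a log2 fold change of -1.31 (SE 0.21, adjusted p = 0.000946 from the same test). ITGB2 (MSTRG.21998) was at 549 ± 79.8 and 321 ± 69.2 CPM, a log2 fold change of -0.77 (SE 0.14, adjusted p = 0.00211). For these 3 genes all 6 Am580 libraries lay below every DMSO library. ITGB3 is also on the list of osteoclast markers, which fell as a whole (median log2 fold change -2.768). ITGB2 is also on that of macrophage markers, whose members went both ways. Bulk RNA does not show which cells of the blastema these falls come from. ITGA6 (MSTRG.12079) rose from 55.5 ± 9.68 to 84.6 ± 20.7 CPM, with the lowest Am580 library (63.2 CPM) under the highest DMSO library (66.4 CPM). The log2 fold change was 0.61 (SE 0.16, Benjamini-Hochberg adjusted p = 0.0241 from edgeR's quasi-likelihood test), and without DMSO replicate 5 the gene was not called (adjusted p = 0.0573, from 0.00427 to 0.0573 over all alternatives). ITGA2 (MSTRG.8302) was at 1.18 ± 0.532 CPM with DMSO and 2.28 ± 0.925 CPM with Am580. Its log2 fold change of 0.95 (SE 0.34, Benjamini-Hochberg adjusted p = 0.0904 from edgeR's quasi-likelihood test) was called without DMSO replicate 3 (adjusted p = 0.0496), without Am580 replicate 1 (0.0405) and with DESeq2 (0.0443), and over all alternatives its adjusted p reached 0.190. ITGA5 (MSTRG.7637) was at 71.9 ± 12.9 and 72.2 ± 30.2 CPM, a log2 fold change of 0.0076 (SE 0.26, adjusted p = 0.990 from the same test), with a sign that changed between fits leaving out 1 library (-0.16 without Am580 replicate 5 to 0.17). CAV1 (MSTRG.6969) rose from 89.1 ± 6.10 to 139 ± 25.3 CPM, higher in 6 of 6 Am580 libraries than in every DMSO library, with DMSO replicate 4 (77.0 CPM) apart from the other DMSO libraries, and a log2 fold change of 0.64 (SE 0.12, Benjamini-Hochberg adjusted p = 0.00207 from edgeR's quasi-likelihood test).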

All but two integrin signaling receptor genes, *itgav* and *itgb3*, are upregulated following RARα activation. Integrins are heterodimeric glycoprotein complexes formed from an alpha and beta subunit, and they function as receptors on the cell surface to mediate cell migration, adhesion, and the construction of extracellular matrix (ECM). One of the most common integrin ligands is fibronectin, and we identified *Lrfn5*, the gene for a fibronectin type III protein, as downregulated 1.28-fold following Am580 treatment. 

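The gene named LRFN5 lies on AMEXG_0030001854 of AmexG_v3.0.0 from 923885 to 2387271. It had no count in 11 of the 12 libraries and 3 counts in Am580 replicate 6, so no fold change can be given at this depth and it was not tested. The paper also named genes by BLASTx, so its Lrfn5 may be another gene of the assembly.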

The upregulation of nine integrin subunit genes and *Flrt2* (upregulated 0.51-fold), a fibronectin receptor gene, and the downregulation of the ligand *Lrfn5* suggest that integrin signaling may play an important role in the establishment of new, proximalized positional information following RA treatment.

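FLRT2 (MSTRG.2198, AMEXG_0030000403 from 2696795 to 2857788 in AmexG_v3.0.0) was at 52.0 ± 6.37 CPM with Am580 and 36.5 ± 3.86 CPM with DMSO. This is a log2 fold change of 0.51 (SE 0.10, Benjamini-Hochberg adjusted p = 0.00344 from edgeR's quasi-likelihood test), between 0.47 and 0.56 with each library left out in turn. The ranges of the treatments overlap between 40.7 CPM, the lowest Am580 library, and 41.7 CPM, the highest DMSO library.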

#### 3.5.2. Extracellular Matrix Genes

Positional information in the axolotl limb is known to be located in the connective tissue mesenchyme, but recent evidence suggests that it may also be present in the extracellular matrix (ECM). A gain-of-function assay was conducted in vivo using the ALM technique and decellularized axolotl ECM [30]. It was found that grafting ECM with disparate positional information to an innervated wound could maintain blastema outgrowth and form rudimentary limb elements. Decellularized mouse ECM from corresponding limb locations was also able to induce blastema growth in the axolotl, indicating similar mechanisms of positional identity interpretation. To find avenues for further exploration of the roles that the ECM may play in PD positional identity, we identified several collagen and matrix metalloproteinase (MMP) genes that are differentially expressed following Am580 treatment. Three identified proteinases, *Mmp9*, *Mmp14*, and *Mmp28*, are downregulated 2.27, 0.64, and 0.83, respectively, and *Mmp21* is upregulated 8.68-fold. 

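MMP9 was not analysed here. MMP14 (MSTRG.7756, AMEXG_0030001676 from 2341889 to 2503816 in AmexG_v3.0.0) was at 1441 ± 515 CPM with DMSO and 928 ± 78.9 CPM with Am580, and the ranges of 933 to 2397 and 792 to 993 CPM overlap. Its log2 fold change was -0.64 (SE 0.19, Benjamini-Hochberg adjusted p = 0.0405 from edgeR's quasi-likelihood test). The gene was called in 3 of the 12 fits that left out 1 library, those without DMSO replicate 1, 2 or 3. In the other fits its adjusted p reached 0.0788, without Am580 replicate 2. It was not called when scaled by library size only (adjusted p = 0.0805, with a range of 0.00965 to 0.0805 over the other settings). MMP28 (MSTRG.19012) was at 2.13 ± 0.930 CPM with DMSO and 2.37 ± 1.31 CPM with Am580, a log2 fold change of 0.16 (SE 0.43, Benjamini-Hochberg adjusted p = 0.866 from edgeR's quasi-likelihood test), whose sign changed without Am580 replicate 5 (-0.043) and without DMSO replicate 6 (-0.026). MMP28 was matched by its name in the assembly, so it may not be the gene the paper means. MMP21 (MSTRG.830, AMEXG_0030000145 from 1698728 to 1900160) had 2 to 5 counts in the DMSO libraries, 0.0923 ± 0.0234 CPM, and 39.9 ± 16.4 CPM with Am580. The log2 fold change was 8.68 (SE 0.42, Benjamini-Hochberg adjusted p = 1.24e-07 from edgeR's quasi-likelihood test), and all 6 Am580 libraries lay above every DMSO library. Across the list of 24 matrix metalloproteinase symbols, 10 genes named by 1 of them were tested, without MMP21, which the files name differently. Their median log2 fold change was 0.16 (camera, Benjamini-Hochberg adjusted p = 0.926), 7 were higher and 3 lower, and MMP14 was the only call. Adjusted over the list alone there was none, and 2 had an unadjusted p under 0.05. DMSO replicate 6 had a lower mean of the list than the other DMSO libraries.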

As previously discussed, *Mmp9* is upregulated by Prod1 treatment in urodeles, so its downregulation here may prove an interesting avenue for study. The ECM itself is made of mostly collagens, and we identified seven differentially expressed collagen components. 

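Of the 45 collagen symbols listed, 30 are carried by genes of the assembly, which gave 31 tested genes with a median log2 fold change of -0.05 (camera, Benjamini-Hochberg adjusted p = 0.680). In the DMSO libraries the mean of the list was highest in replicate 3. Over all genes tested 3 collagen genes were called higher and 4 lower, while 10 were called adjusted over the list alone and 12 had an unadjusted p under 0.05. The largest fall was that of COL8A2 (MSTRG.13596), from 46.1 ± 27.7 to 5.60 ± 2.64 CPM, a log2 fold change of -3.04 (SE 0.45, Benjamini-Hochberg adjusted p = 0.000493 from edgeR's quasi-likelihood test, lower in 6 of 6 Am580 libraries than in every DMSO library). COL11A1 (MSTRG.25003) had a log2 fold change of -0.60 and COL23A1 (MSTRG.407) one of -0.46, the latter not called without DMSO replicate 2 (adjusted p = 0.0569), Am580 replicate 3 or Am580 replicate 6. COL14A1 rose by 0.98 but was called in only 3 of the 12 fits that left out 1 library, with an adjusted p of up to 0.0877 without Am580 replicate 3.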

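The transcript that Table 4 names COL5A1 (MSTRG.16324, AMEXG_0030004734 from 421750 to 849773 in AmexG_v3.0.0) was at 2.00 ± 1.01 CPM with Am580 and 0.159 ± 0.0542 CPM with DMSO, a log2 fold change of 3.63 (SE 0.44, Benjamini-Hochberg adjusted p = 9.94e-05 from edgeR's quasi-likelihood test). MSTRG.18454, which Table 4 names COL5A3 and the assembly's reference name calls COL27A1, rose from 2.42 ± 0.361 to 10.3 ± 3.94 CPM, by 2.09 on the log2 scale (SE 0.24, Benjamini-Hochberg adjusted p = 7.52e-05 from edgeR's quasi-likelihood test). For both, every Am580 library lay above every DMSO library. COL6A2 (MSTRG.11404) was at 1085 ± 210 CPM with Am580 and 688 ± 112 CPM with DMSO, a log2 fold change of 0.66 (SE 0.14, Benjamini-Hochberg adjusted p = 0.00699 from edgeR's quasi-likelihood test) between 0.58 and 0.73 with each library left out in turn. Its treatments overlap, with the lowest Am580 library at 806 CPM and the highest DMSO library at 848 CPM. COL6A1 and COL6A6 were not analysed here.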

Five components, *Col5a1*, *Col5a3*, *Col6a1*, *Col6a2*, and *Col6a6*, are upregulated 3.63-, 2.09-, 1.07-, 0.85-, and 1.98-fold, respectively. 

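COL4A6 (MSTRG.4592, AMEXG_0030000909 from 11874602 to 13330722 in AmexG_v3.0.0) was at 11.6 ± 2.13 CPM in the DMSO libraries and 4.44 ± 1.58 CPM in the Am580 libraries, with no overlap and a log2 fold change of -1.38 (SE 0.22, Benjamini-Hochberg adjusted p = 0.000808 from edgeR's quasi-likelihood test). COL4A5 was not analysed here.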

The remaining two components, *Col4a5* and *Col4a6*, are downregulated 1.11- and 1.38-fold, respectively.

#### 3.5.3. Cell Membrane and Secretory Protein Coding Genes

To identify candidate genes with direct roles in establishing, maintaining, and interpreting positional information, we searched for upregulated genes with at least a twofold change that encode secretory proteins or membrane-bound proteins with a domain exposed to extracellular space. Positional information is thought to be maintained on the cell surface of mesodermal, fibroblast-like connective tissue cells, such as Prod1 in the newt, and discovering a suitable membrane protein in the axolotl would be a substantial finding. 

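All 22 transcripts of Table 3 passed the count filter and were called higher with Am580, and for 20 of them the treatments did not overlap. The paper chose these transcripts on the same libraries, so this is not independent evidence. Their log2 fold changes lay between 2.06 for RGR (MSTRG.12047) and 4.48 for P2RY1. In the fits that left out 1 library, 21 were called every time. The exception was RGR, at 1.11 ± 0.801 CPM with Am580 and 0.262 ± 0.124 CPM with DMSO, whose adjusted p was 0.0218 with all libraries, 0.0527 without DMSO replicate 5 and 0.0510 without Am580 replicate 6 (edgeR's quasi-likelihood test, with a range of 0.00212 to 0.143 over the other settings). CEACAM5 (MSTRG.17442), with a log2 fold change of 2.66 (SE 0.60, Benjamini-Hochberg adjusted p = 0.00957 from edgeR's quasi-likelihood test), reached 0.681 CPM in DMSO replicate 1 and at most 0.158 CPM in the other DMSO libraries, and without that library its log2 fold change was 3.71.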

While this assay did not reveal a single obvious gene candidate, 15 upregulated membrane proteins were found with known functions in cell signaling and another 7 with structural roles involving cell adhesion (Table 3). Proteins secreted into the extracellular space could be involved in cell–cell signaling that relay positional information to nearby cells, so a thorough search for genes that encode potentially secreted proteins was performed. 

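The 29 transcripts of Table 4 were all called higher with Am580, in the test of all libraries and in each fit that left out 1 library, and for 25 of them the treatments did not overlap. They too were chosen by the paper on the same libraries. The log2 fold change was at least 2 for 28, and 1.38 for PKDCC (MSTRG.19396), which rose from 6.66 ± 1.27 to 17.3 ± 5.32 CPM (SE 0.20, Benjamini-Hochberg adjusted p = 0.000439 from edgeR's quasi-likelihood test). SDF1 (MSTRG.5658) was among those with the narrowest error, at 12.2 ± 3.40 CPM with DMSO and 49.9 ± 7.28 CPM with Am580, a log2 fold change of 2.03 (SE 0.19, Benjamini-Hochberg adjusted p = 1.31e-05 from edgeR's quasi-likelihood test).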

We identified a total of 51 differentially expressed, secretory protein-coding genes, including 29 genes upregulated at least twofold (Table 4).

#### 3.5.4. Unknown Genes

Many differentially expressed genes could not be linked to a known protein sequence either from the genome annotation file or an additional BLASTx analysis. Twenty-three unannotated transcripts with at least a fourfold change following Am580 treatment were selected for BLASTn analysis to determine if these transcripts are derived from genes novel to the axolotl or if they are conserved in other species. It is possible that key genes involved in limb regeneration and positional information may be novel to the axolotl or the genus *Ambystoma*, and these genes will be overlooked if only annotated transcripts are analyzed. 

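BLASTn searches were not analysed here. Among called genes with no transcript of the reference annotation, 134 had a log2 fold change of at least 2 and 128 one of at most -2. MSTRG.2544 (AMEXG_0030000472 from 3868685 to 3983484 in AmexG_v3.0.0) was at 10.4 ± 1.62 CPM with Am580 and 0.203 ± 0.115 CPM with DMSO, a log2 fold change of 5.61 (SE 0.31, Benjamini-Hochberg adjusted p = 2.69e-07 from edgeR's quasi-likelihood test). MSTRG.13846 (AMEXG_0030003698 from 2456429 to 2692940) fell from 3.32 ± 0.743 to 0.0614 ± 0.0530 CPM, a log2 fold change of -5.70 (SE 0.49, Benjamini-Hochberg adjusted p = 6.53e-06 from edgeR's quasi-likelihood test). Another, MSTRG.7261 (AMEXG_0030001544 from 9604405 to 9613461), fell from 3.70 ± 1.10 to 0.0581 ± 0.0886 CPM, a log2 fold change of -5.88 (SE 0.64). It had 9 counts in Am580 replicate 6, and without that library the value for MSTRG.7261 was -6.97. In all 3 the treatments did not overlap. MSTRG.7261 lies inside SLC4A2 (MSTRG.7256) on the same strand, and its value is the one the paper gives for SLC4A2. SLC4A2 itself fell from 271 ± 64.2 to 14.4 ± 10.0 CPM, so MSTRG.7261 may be part of a known gene.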

A standard BLASTn analysis returned no significant result for 14 transcripts, hits limited to species of the genus *Ambystoma* for 4 transcripts, and hits to only known axolotl sequences for the remaining 5 transcripts. While some BLASTn results included homologous matches to sequences in other organisms, the regions matching to the query were very short. All hits with a match smaller than 10 percent of the query length were ignored and not included in this analysis. These 23 genes cannot be identified through homology with known sequences and their function in limb regeneration and positional identity remain a complete mystery. Future work should consider investigating these genes as they undergo considerable differential expression during Am580 treatment.

## 4. Discussion

We have shown here that the effect of RA on respecifying the PD axis of the regenerating axolotl limb and thus duplicating the elements that are regenerated is transduced by only one of the three RARs, namely RARα. We arrived at this conclusion by decreasing the concentration of each of the RAR agonists until complete selectivity was obtained, at a concentration of 25 nM. At this concentration, the RARα agonist fully duplicated the regenerating limb such that after amputating through the middle of the lower limb, the regenerate contained all the elements of the limb, beginning from the proximal stylopod instead of just replacing the elements that were amputated. In contrast, the other two RAR agonists are completely inactive at this concentration and had no effect on the regenerating limb. At a 10-fold higher concentration, however, all three agonists were active at inducing duplications and this is due to the typical loss of selectivity of pharmacological agents which occurs at saturating conditions [11]. This explains why a previous use of one of the RAR agonists, a RARγ agonist, concluded that this was the receptor involved, but without comparing any of the other agonists nor performing a concentration experiment [9].

We have previously shown by microarrays in the neural stem cells of the mouse brain that these RAR agonists induce a different, although not unique, set of downstream gene targets [31]. For example, after treatment with a RARα agonist, a total of 3155 genes were responsive to the treatment, of which 1439 were specific to RARα, the remainder overlapping with RARβ and RARγ agonist treatment. So, while not generating a unique dataset, the use of this RARα agonist certainly reduces the gene targets compared to the use of the pan-agonist RA as has been used in previous experiments of this type [6,9]. Therefore, we proceeded to identify the gene targets of RARα during limb duplication and, in addition, as a further refinement, we used RNA isolated only from the blastemal mesenchyme rather than the whole blastema, since the mesenchyme is the tissue which is responsible for the effects of RA and not the epidermis [32].

We identified 2580 differentially expressed genes, less than half of which were upregulated and more than half were downregulated. The top upregulated gene was *Cyp26A*, closely followed by *Rarβ*, both of which are in the RA regulation pathway. 

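CP26A (MSTRG.7367) lies on AMEXG_0030001572 of AmexG_v3.0.0 from 403831 to 409123. It had no count in any DMSO library and 3025 to 8443 counts in the Am580 libraries, 147 ± 61.1 CPM. Against the limit that a count of 0 allows, this is at least 1623-fold higher (Benjamini-Hochberg adjusted p = 5.88e-06 from edgeR's quasi-likelihood test, higher in 6 of 6 Am580 libraries). RARB (MSTRG.14333, AMEXG_0030003875 from 1703794 to 2252675) had 2 to 6 counts in the DMSO libraries, 0.116 ± 0.0732 CPM, and 36.9 ± 10.2 CPM with Am580. This is a log2 fold change of 8.34 (SE 0.32, Benjamini-Hochberg adjusted p = 1.74e-08 from edgeR's quasi-likelihood test, no overlap), between 8.19 and 8.61 with each library left out in turn.

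**Figure D1:**
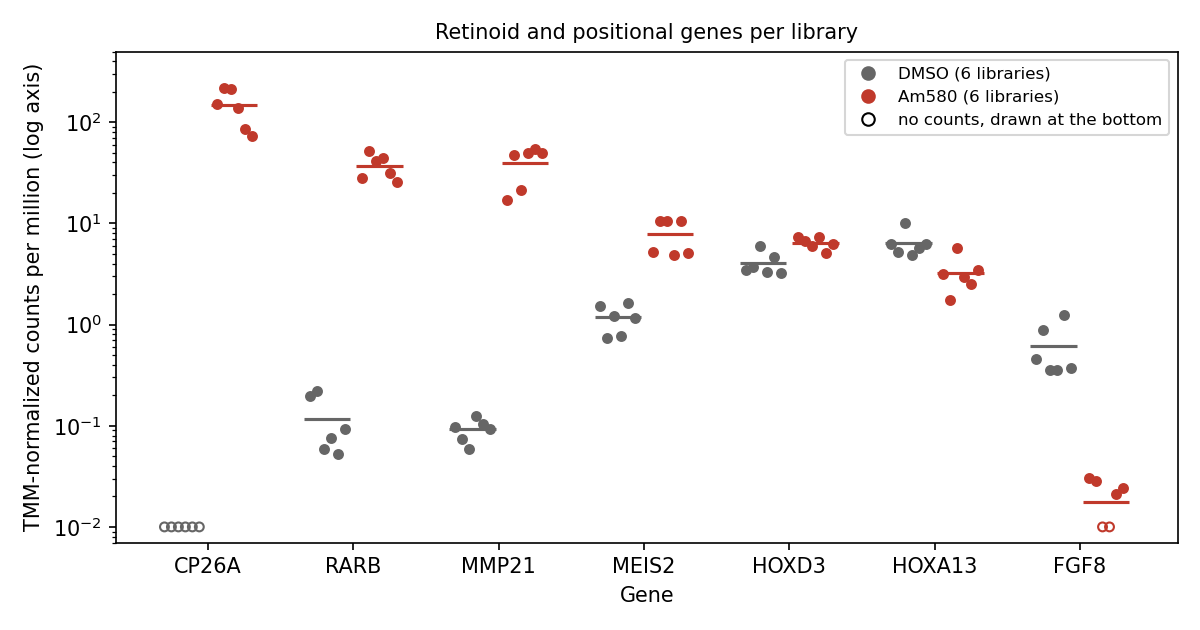
TMM-normalized CPM on a log axis of 7 retinoid and positional genes, 1 point per library (6 DMSO in grey, 6 Am580 in red) with a line at the mean of each treatment and open circles at the bottom for libraries with no counts. The treatments do not overlap for CP26A, RARB, MMP21, MEIS2 and FGF8 and overlap for HOXD3 and HOXA13.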

Interestingly, in a microarray experiment [9] where blastemas were treated with RA, rather than the RARα agonist, a more extensive range of genes in the RA pathway were induced. For example, all three *Rar*s and *Crabp2* were induced in this work, but we only saw one receptor, *Rar*β, and neither of the *Crabp* genes, suggesting that we have indeed identified a sub-set of RA responsive genes.

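RARA, RARG, CRABP1 and CRABP2 were not analysed here. Of a list of 27 retinoid pathway symbols, 15 are carried by genes of the assembly and 13 of these were tested, without CP26A and RARB, which the assembly names differently. Their median log2 fold change was 0.30 (camera, Benjamini-Hochberg adjusted p = 0.00497), and all 6 Am580 libraries had a higher mean log2 CPM of the list (3.68 ± 0.0993) than every DMSO library (2.85 ± 0.306). With 8 genes higher and 5 lower, 6 were called up and 2 down, and 8 were called adjusted over the list alone. DHRS3 (MSTRG.5214) rose from 18.2 ± 1.72 to 293 ± 39.7 CPM, a log2 fold change of 4.01 (SE 0.11, Benjamini-Hochberg adjusted p = 8.43e-10 from edgeR's quasi-likelihood test, no overlap). NRIP1 (3.32) and TGM2 (1.80) also rose without overlap. Among the receptors, RXRA (MSTRG.8723) rose from 16.4 ± 2.19 to 51.2 ± 7.76 CPM, by 1.64 on the log2 scale (SE 0.12, Benjamini-Hochberg adjusted p = 1.47e-06 from edgeR's quasi-likelihood test, no overlap). RXRB (MSTRG.16678) rose by 0.30 (SE 0.08, adjusted p = 0.0313 from the same test), with overlap, and was called in 6 of the 12 fits that left out 1 library (adjusted p up to 0.0727, without DMSO replicate 5). ALDH1A3 (-1.05) and RDH10 (-0.59) were the 2 called lower.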

In terms of known positional genes, *Meis1* and *Meis2* are upregulated following PD limb duplication initiated by RA treatment, and their overexpression proximalizes limb tissue [33]. In our Am580-treated samples, we identified *Meis1* and *Meis2* as significantly upregulated by 0.72- and 2.73-fold, respectively. 

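MEIS2 (MSTRG.16039, AMEXG_0030004635 from 757632 to 1163457 in AmexG_v3.0.0) was at 7.83 ± 3.04 CPM with Am580 and 1.18 ± 0.368 CPM with DMSO, with no overlap. The log2 fold change was 2.73 (SE 0.30, Benjamini-Hochberg adjusted p = 3.96e-05 from edgeR's quasi-likelihood test), between 2.62 and 2.85 with each library left out in turn. No gene of the assembly is named MEIS1, which was not analysed here. The gene named MEIS3 (MSTRG.10310) rose from 4.83 ± 1.21 to 7.97 ± 1.46 CPM, by 0.72 on the log2 scale (SE 0.18, Benjamini-Hochberg adjusted p = 0.0171 from edgeR's quasi-likelihood test), with overlap between the treatments. It was called in all 12 fits that left out 1 library.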

We also identified *Pbx1*, a transcription factor that dimerizes with Meis proteins, as upregulated 1.83-fold. Fgf8 plays a role in keeping limb bud cells in a distal state as it represses *Meis* expression, represses distal Hox gene expression and is itself repressed by RA. The top downregulated gene in our RARα analysis was *Fgf8* and also downregulated was the distal *Hox* gene *a-13.* The upregulated Hox genes we identified were *Hoxb-6*, known to be upregulated by a pan-RAR agonist in the chick limb bud [34] and *Hoxd-3*. 

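FGF8 (AMEXG_0030000742 from 3198006 to 3215707 in AmexG_v3.0.0) had 12 to 47 counts in the DMSO libraries, 0.609 ± 0.369 CPM, and at most 1 count in an Am580 library. Its level was at least 7.80-fold lower with Am580 (Benjamini-Hochberg adjusted p = 7.49e-05 from edgeR's quasi-likelihood test, lower in 6 of 6 Am580 libraries than in every DMSO library). HOXA13 (MSTRG.6438, AMEXG_0030001344 from 2531331 to 2534191) was at 6.37 ± 1.85 CPM with DMSO and 3.26 ± 1.33 CPM with Am580, a log2 fold change of -0.96 (SE 0.26, Benjamini-Hochberg adjusted p = 0.0247 from edgeR's quasi-likelihood test), and the treatments overlap. DMSO replicate 3 had 9.98 CPM, above 4.82 to 6.26 CPM in the other DMSO libraries. Without it the log2 fold change was -0.79 and the gene was not called (adjusted p = 0.0545), nor was it without Am580 replicate 4 (0.0520) or Am580 replicate 5 (0.0553), with a range of 0.00307 to 0.0553 over all alternatives. HOXD3 (MSTRG.13767, AMEXG_0030003674 from 747235 to 821659) rose from 4.05 ± 1.07 to 6.43 ± 0.865 CPM, by 0.67 on the log2 scale (SE 0.17, Benjamini-Hochberg adjusted p = 0.0157 from edgeR's quasi-likelihood test). The lowest Am580 library (5.05 CPM) lay under the highest DMSO library (5.98 CPM). HOXB6 was not analysed here.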

The latter Hox gene has been shown to increase the adhesiveness of human hematopoietic cell lines and induce the formation of cell aggregates by upregulating integrin a2/b3 [35]. Remarkably, integrins were the top canonical pathway by IPA seen here and, furthermore, the formation of cell aggregates is precisely the behavior that distal blastemal cells undergo during the proximalization process induced by RA [5]. These data indicate the proximalization of distal blastema tissue both in terms of its cellular behavior and positional control on the RARα pathway and imply a uniformity of patterning mechanisms across developing and regenerating vertebrate limbs.

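As lists, 10 symbols of proximal limb identity gave 7 tested genes and 12 of distal limb identity gave 4, the latter without FGF8, which the assembly names differently. The proximal genes had a median log2 fold change of 0.72 (camera, Benjamini-Hochberg adjusted p = 0.00497), and all 6 Am580 libraries had a higher mean log2 CPM of the list (2.42 ± 0.322) than every DMSO library (1.55 ± 0.222). Of the 7, 4 were called up and none down, the same number adjusted over the list alone: MEIS2, MEIS3, IRX3 (1.45) and SHOX (0.92). The paper names MEIS2 from these libraries, and the value it gives for Meis1 is that of MEIS3. Neither call is thus independent evidence for the list. The distal genes, HOXA13, SALL1, SALL3 and SALL4, all had lower means with Am580, with a median log2 fold change of -0.54 (camera, Benjamini-Hochberg adjusted p = 0.0890). HOXA13 alone was called, and 2 were called adjusted over the list alone. The paper also names HOXA13 from these libraries, so its call is not independent evidence for the distal list. The mean log2 CPM of this list was 2.65 ± 0.395 with Am580 and 3.26 ± 0.282 with DMSO, and 4 Am580 libraries lay below every DMSO library. Without Am580 replicate 3 the adjusted p of the distal list was 0.0342, and over the other settings it ranged from 0.0211 to 0.396. Camera called 3 of the 14 lists, osteoclast markers, the retinoid pathway and proximal limb identity, and all 3 calls hold under fry. Under an estimated correlation the first 2 hold (adjusted p = 0.0489 for each) and that of proximal limb identity does not (0.207). From the rise of Meis genes and Hoxd-3, the fall of Fgf8 and Hoxa-13 and the integrins as top pathway, set beside the aggregation of distal blastema cells under RA, the paper reasons that its data point to proximalization of the distal blastema, in cellular behavior and positional control, on the RARα pathway.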

Identifying genes related to the cell surface was the center of our analysis, not only because of this known change in adhesive behavior of blastemal cells, perhaps induced by *Hoxd-3*, but also because this is considered to be the mechanism by which positional information is assessed during regeneration (see Introduction). 

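Over all genes tested, the integrin subunit genes called higher were ITGA6, ITGA11 and ITGAL, and those called lower were ITGAE, ITGAV, ITGB2 and ITGB3. ITGB3 is also on the osteoclast list and ITGB2 on the macrophage list. Their falls therefore need not be those of connective tissue cells. ITGAL (MSTRG.7885) rose from 17.1 ± 3.04 to 38.4 ± 8.15 CPM, a log2 fold change of 1.16 (SE 0.15, Benjamini-Hochberg adjusted p = 0.000159 from edgeR's quasi-likelihood test, no overlap). ITGA11 (MSTRG.11496) rose from 110 ± 29.1 to 181 ± 42.8 CPM, by 0.72 on the log2 scale (SE 0.20, Benjamini-Hochberg adjusted p = 0.0285 from edgeR's quasi-likelihood test). It was called in 5 of the 12 fits that left out 1 library, with an adjusted p of up to 0.0642 without DMSO replicate 4. ITGAE was called in 3 of these fits, with up to 0.102 without DMSO replicate 5.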

In support of this concept, as mentioned above, the top canonical pathway identified by IPA from our dataset was integrin signaling and six integrins genes were upregulated. Among the extracellular matrix-related genes, *Mmp21* was the second highest upregulated gene and the *collagen 5* and *6* genes were upregulated along with the downregulation of *collagen 4*. The cell membrane genes upregulated include *EphA5*, *Unc5a*, a netrin receptor, two cadherins *Cdh17* and *Cdh4* and genes for secreted proteins include neuron-derived neurotropic factor, a hyaluronan link protein, angiogenin, *Wnt4*, *Wnt6*, *Fgf2* and *Gdf6a*.

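EPHA5 (MSTRG.17196) was at 6.25 ± 1.48 CPM with Am580 and 1.19 ± 0.447 CPM with DMSO, a log2 fold change of 2.40 (SE 0.25, Benjamini-Hochberg adjusted p = 2.70e-05 from edgeR's quasi-likelihood test). UNC5A rose from 0.219 ± 0.12 to 1.04 ± 0.348 CPM, by 2.24 on the log2 scale. The cadherin genes CDH17 and CDH4 had log2 fold changes of 3.28 (SE 0.34) and 3.11 (SE 0.38), CDH4 from a level of 0.152 ± 0.0923 CPM. Among the genes of secreted proteins, NDNF stands for 2 genes of the assembly, MSTRG.17898 with a log2 fold change of 5.04 (SE 0.43) and MSTRG.17420 with 2.04 (SE 0.23). HAPLN4 had a log2 fold change of 3.55 (SE 0.64) from 0.0532 ± 0.0812 CPM, WNT6 one of 2.63 (SE 0.34), FGF2 and GDF6A both one of 2.14, and WNT4 one of 1.76 (SE 0.29). For each of these genes every Am580 library lay above every DMSO library, and the largest adjusted p was 0.00207, that of HAPLN4 (edgeR's quasi-likelihood test). HAPLN4 had 7 counts in DMSO replicate 3 and at most 3 in the other DMSO libraries, so without that library only a bound can be given. ANG (MSTRG.23620) varied more, at 95.7 ± 116 CPM with Am580 and 10.2 ± 7.83 CPM with DMSO. Its log2 fold change was 3.22 (SE 0.78, Benjamini-Hochberg adjusted p = 0.0138 from edgeR's quasi-likelihood test, higher in 6 of 6 Am580 libraries than in every DMSO library), between 2.30 and 3.57 with each library left out in turn.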

In relation to other genes considered to be responsible for the assessment of PI, we surprisingly did not find any differential expression of *Prod1*, the GPI-linked cell surface molecule identified in the newt, *Notophthalmus* [6]. This may be because in the axolotl, the homolog to newt *Prod1* has multiple stop codons generating two protein products with truncated C-terminals, both of which lack a GPI-anchor and are secreted instead of being localized to the cell surface [8]. Perhaps axolotl *Prod1* is not involved in positionally related events; rather, it may be involved in proliferation as a binding partner to nAG [36].

A more recent experiment in axolotls using a single cell sequencing dataset of connective tissue cells has identified a gene called *Rarres1* (retinoic acid receptor responder 1) or *Tig1* [37]. This gene is expressed in a shallow gradient in the mature limb, is upregulated by RA and is localized to the cell surface, having a transmembrane domain and a hyaluronic acid binding motif characteristic of its human homologue. Transfection of *Tig1* into the blastema induces the translocation of distal cells to proximal regions and an antibody to TIG1 prevents the engulfment of distal blastemas by proximal blastemas, precisely the behavior required of a specifier of positional information. We see the upregulation by 1.84-fold of *Tig1* in our dataset, suggesting that this gene is a downstream target of RARα which acts to regulate PD identity. Since this was a relatively low level of upregulation (and below our 2-fold cut-off), it suggests that searching for genes on the basis of their high levels of upregulation may not the most successful strategy.

Much work will be required to test the function of the individual genes we have identified above in controlling positional information, their pathways from the genome to the cell surface and ECM and how these molecules interact, but our results described here provide continuing supporting for the concept that in regeneration, the cell surface is the seat of positional information recognition.

## 5. Conclusions

Our data suggest that the RARα transcription factor is the dominant receptor which transduces the endogenous RA signal to control PD identity in the regenerating limb. The complex transcriptional network, which is instigated in respecifying PI, involves many components: (1) the upregulation of retinoic acid metabolism processes such as the Cyp26s to autoregulate the RA signal; (2) the downregulation of cell cycling; (3) the downregulation of distal positional genes such as *Hoxa*-*13* and of distal regulatory secreted molecules such as Fgf-8; (4) the upregulation of proximal identity genes such as *Meis1* and *2*; (5) the upregulation of ECM regulators such as Mmp21 and ECM molecules such as collagen 5 and 6; (6) the upregulation of cell surface molecules such as integrins, cadherins, ephrins; (7) the release of secreted molecules such as Wnts, neurotrophic factors and angiogenic factors. 

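For the cell cycle, a list of 94 S and G2/M phase symbols gave 85 tested genes. Their median log2 fold change was 0.004, with 44 genes higher and 41 lower (camera, Benjamini-Hochberg adjusted p = 0.926). Between treatments, the mean log2 CPM of the list was 3.72 ± 0.0948 with Am580 and 3.71 ± 0.155 with DMSO, a difference smaller than the spread between libraries. E2F8 (MSTRG.9492) was the only gene of the list called, over all genes tested and adjusted over the list alone, while 5 had an unadjusted p under 0.05. It fell from 17.5 to 9.61 CPM, a log2 fold change of -0.86 (SE 0.12, Benjamini-Hochberg adjusted p = 0.000329 from edgeR's quasi-likelihood test). The direction of camera's test turned down, with the adjusted p at 0.730 or more, without DMSO replicate 1 (0.730), DMSO replicate 5 (0.847) or Am580 replicate 4 (0.835).

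**Figure D2:**
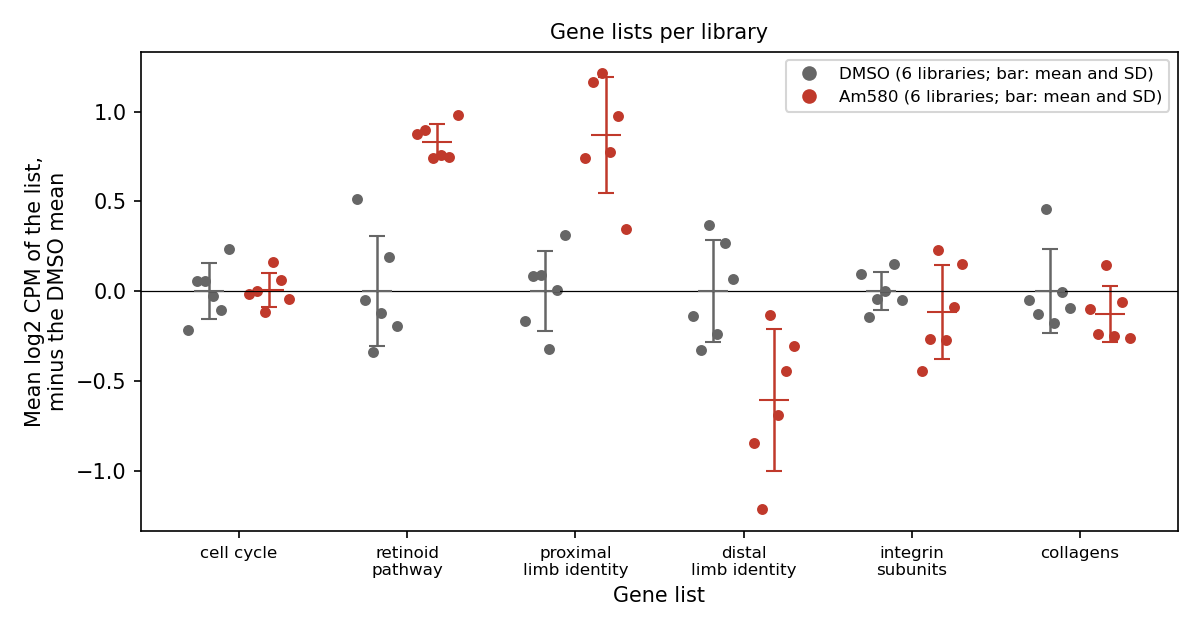
Mean log2 CPM of the tested genes of 6 lists, minus the DMSO mean of the list, 1 point per library (6 DMSO in grey, 6 Am580 in red) with bars for the mean and SD. All Am580 libraries lie above the DMSO libraries for the retinoid pathway and proximal limb identity, and the treatments overlap for the other lists.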

How these pathways interact will be a major task for continuing research on the nature and control of positional information in the regenerating limb.

## Figures and Tables

**Figure 1:**
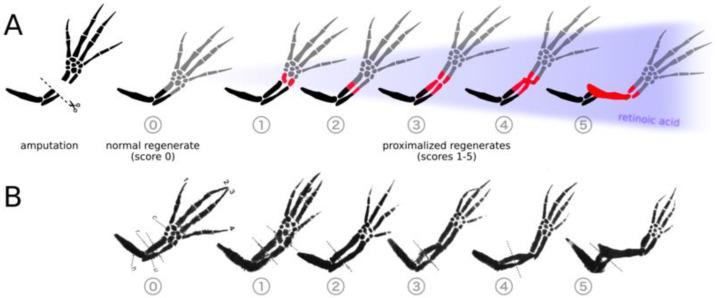
Retinoic acid induces the proximalization of regenerating tissue and duplicates limb elements along the PD axis. (**A**) Following amputation of the axolotl forelimb at the mid-radius/ulna, the regenerate (gray) is identical to the tissue lost. If the regenerating limb is treated with retinoic acid, more tissue is regenerated and limb elements are duplicated (red). Regenerates 1 through 5 depict five possibilities, each showing higher levels of duplication caused by increasing concentrations of RA (blue gradient, increasing from left to right). Regenerate 5 shows complete duplication of the humerus, a result indicative of proximalization to the shoulder level; (**B**) Images of reference limb regenerates scored from normal (score 0) to complete limb duplication (score 5), reproduced from [5].

**Figure 2:**
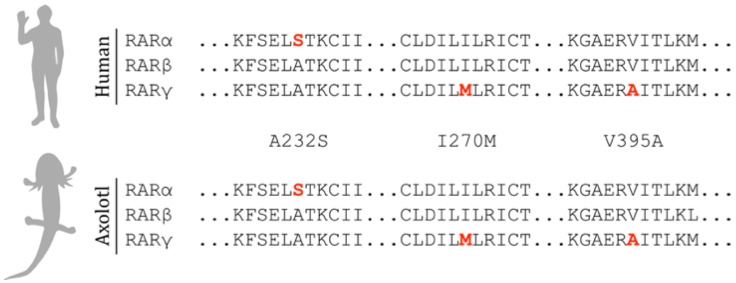
The three retinoic acid receptors (RARα, RARβ, and RARγ) are homologous, as seen in the alignments of select regions of the ligand-binding domain of both human (top) and axolotl (bottom). Three amino acid substitutions, depicted in red, grant binding specificity to the RAR agonists Am580, CD2019, and CD437. The protein sequences were obtained from the EST database hosted at Sal-Site [26].

**Figure 3:**
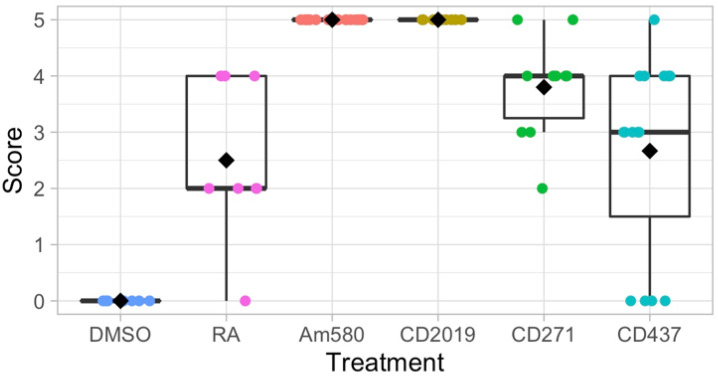
Duplication of forelimb regenerates from juvenile axolotls (3–5 cm) treated systemically with 250 nM Am580 (*n* = 20 limbs), CD2019 (*n* = 10), CD271 (*n* = 10), or CD437 (*n* = 15). Retinoic acid (*n* = 8) and DMSO (*n* = 8) served as the positive and negative controls, respectively. A score of 0–5 was assigned to each limb based on the degree of duplication (Figure 1). Limbs treated with Am580 and CD2019 were all completely duplicated, while CD271 and CD437 induced a range of duplication. All treatments have greater duplication than the DMSO control (DMSO vs. RA, *p* = 6.08 × 10^−4^; DMSO vs. CD271, *p* = 9.1 × 10^−6^; DMSO vs. CD437, *p* = 4.5 × 10^−4^). Am580 and CD2019 are greater than RA (RA vs. Am580 or CD2019, *p* = 1.9 × 10^−3^; RA vs. CD271). CD271 is just significantly more effective than RA (*p* = 0.016) and CD437 is not significantly more effective than RA (*p* = 0.438).

**Figure 4:**
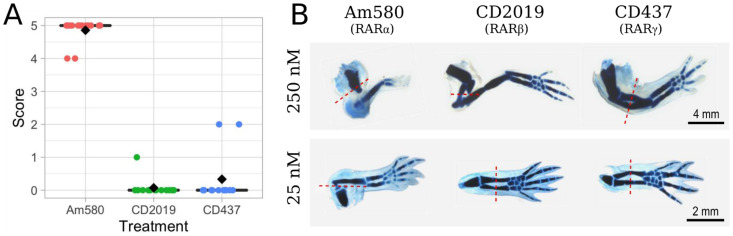
Comparison of PD limb duplication at 250 nM and 25 nM systemic agonist treatment. (**A**) Scoring following Victoria blue staining of mid-zeugopod limb regenerates treated with 25 nM agonist reveals a decrease in duplication to nearly zero in both CD2019 (*n* = 14 limbs; *p* = 9.4 × 10^−10^) and CD437 (*n* = 12; *p* = 5.1 × 10^−4^). There is no significant difference between Am580 (*n* = 14) treatments at 250 nM (Figure 3) and 25 nM (*p* = 0.082); (**B**) Representative limb regenerates following systemic exposure to 250 nM (upper panel) or 25 nM RAR (lower panel) agonists. The amputation plane is shown in red. The photos were processed by removing the background and adjusting the brightness.

**Figure 5:**
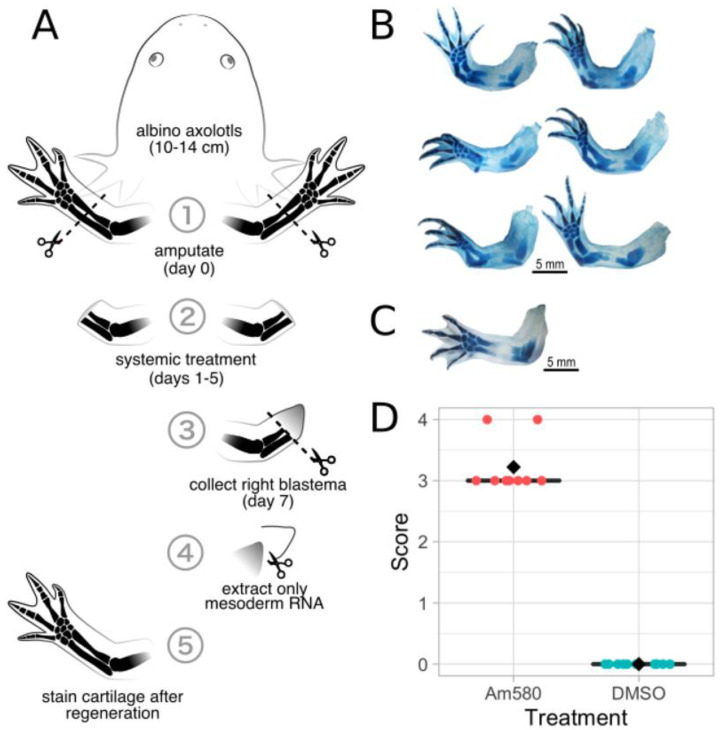
(**A**) Experimental design for both DMSO control (*n* = 10) and 25 nM RARα (*n* = 10) treatments. Both forelimbs are amputated mid-zeugopod at day 0 and treated systemically with either DMSO or Am580 on days 1–5. The right blastema is collected on day 7, the epidermis removed, and RNA extracted from the mesoderm. The left blastema serves as an observational control. (**B**) Left forelimb regenerates collected from the six axolotls that were selected for RNA-sequencing; (**C**) A representative left forelimb regenerate collected from a DMSO-treated axolotl. (**D**) Limb duplication scores for all left limbs in the Am580-treatment and DMSO-control groups. The Am580-treated limbs scored 3.2, an increase in PD duplication compared to DMSO controls (mean score of 0).

**Table 1:** Top 30 differentially expressed transcripts. Transcript name is given as “AMEXTC” if found in the reference genome or “MSTRG” if identified as novel by StringTie. UniProt identification and gene names are given for transcripts with a significant BLASTx result.

Transcript Name	UniProt ID	Gene Name	log2FC
AMEXTC_0340000164913_cytochrome	CP26A_CHICK	CP26A	15.382878
AMEXTC_0340000004000_LOC108712603	MMP21_CYNPY	MMP21	8.68081722
AMEXTC_0340000018651_retinoic	RARB_HUMAN	RARB	8.34534428
MSTRG.18535	RS25_SHEEP	RPS25	6.96185493
AMEXTC_0340000220729_hypothetical	APMAP_RAT	APMAP	6.31133061
MSTRG.12045	ATTY_MOUSE	TAT	6.13262763
MSTRG.12046	ATTY_MOUSE	TAT	5.72243555
MSTRG.2544	-	-	5.61165445
AMEXTC_0340000053364_LOXe	LX15B_HUMAN	ALOX15B	5.26551299
AMEXTC_0340000039558_TAT	ATTY_MOUSE	TAT	5.26351744
mRNA01059	-	-	5.21247926
AMEXTC_0340000032012_LOC108645441	-	-	5.15846088
AMEXTC_0340000247464_ripply3.L	DSCR6_XENLA	RIPPLY3	5.05107637
MSTRG.17898	NDNF_HUMAN	NDNF	5.04336304
AMEXTC_0340000179221_LOC102944588	GIMA4_HUMAN	GIMAP4	5.02378211
AMEXTC_0340000012549_fibroblast	FGF8_CHICK	FGF8	−4.8925275
MSTRG.4054	-	-	−4.9088476
MSTRG.23812	-	-	−4.9178374
MSTRG.16115	-	-	−4.966291
MSTRG.23482	RTJK_DROME	POL	−5.0176166
MSTRG.4440	TPH_XENLA	TPH	−5.2716375
AMEXTC_0340000028898_LOC108413561	RTJK_DROME	POL	−5.2869995
AMEXTC_0340000081353_OCSTAMP	OCSTP_HUMAN	OCSTAMP	−5.3164526
MSTRG.1117	-	-	−5.5152443
MSTRG.16116	LIN1_NYCCO	LIN1	−5.6941371
MSTRG.13846	-	-	−5.702535
AMEXTC_0340000024275_LOC101872464	B3A2_PONAB	SLC4A2	−5.8790351
AMEXTC_0340000007120_HTR6	5HT6R_PANTR	HTR6	−6.3188017
MSTRG.5087	-	-	−6.5656262
MSTRG.25599	LORF2_HUMAN	LIN1	−6.8496992

**Table 2:** Integrin signaling genes. Identified as a top canonical pathway by IPA.

Gene Symbol	Entrez Gene Name	log2 Ratio
CAV1	caveolin 1	0.642
ITGA2	integrin subunit alpha 2	1.139
ITGA4	integrin subunit alpha 4	1.139
ITGA5	integrin subunit alpha 5	0.492
ITGA6	integrin subunit alpha 6	0.608
ITGA2B	integrin subunit alpha 2b	1.001
ITGAV	integrin subunit alpha V	−1.224
ITGAX	integrin subunit alpha X	1.723
ITGB2	integrin subunit beta 2	−0.904
ITGB3	integrin subunit beta 3	−1.307

**Table 3:** Genes encoding membrane-bound proteins. The transcript name is given as “AMEXTC” if the transcript is found in the reference genome or “MSTRG” if identified as novel by StringTie. The UniProt ID and gene name are given for the most similar homolog as determined by BLASTx search. The log2 fold change was determined by edgeR, with positive values indicating upregulated expression following Am580 treatment.

Transcript	UniProt ID	Gene Name	log2 FC
AMEXTC_0340000038644_LOC108803933	P2RY1_MOUSE	P2RY1	4.48
AMEXTC_0340000062820_GEM	GEM_HUMAN	GEM	4.32
MSTRG.21040	HRH2_MOUSE	HRH2	3.32
MSTRG.22927	TLR4_PIG	TLR4	3.09
AMEXTC_0340000034284_LOC102448090	M4A4A_HUMAN	MS4A4A	3.05
AMEXTC_0340000013374_htr2b	5HT2B_HUMAN	HTR2B	2.93
AMEXTC_0340000062083_FGD2	FGD2_MOUSE	FGD2	2.83
MSTRG.8675	FGD2_HUMAN	FGD2	2.71
MSTRG.3167	FSHR_CAIMO	FSHR	2.47
AMEXTC_0340000014713_EPHA5	EPHA5_HUMAN	EPHA5	2.4
AMEXTC_0340000042498_ADRA2A	ADA2A_PIG	ADRA2A	2.3
AMEXTC_0340000030234_LOC109141183	UNC5A_HUMAN	UNC5A	2.24
AMEXTC_0340000057843_LOC108718813	MRC1_HUMAN	MRC1	2.2
AMEXTC_0340000156303_BLNK	BLNK_CHICK	BLNK	2.12
AMEXTC_0340000062611_RGR	RGR_BOVIN	RGR	2.06
AMEXTC_0340000150384_cadherin	CAD17_MOUSE	CDH17	3.28
AMEXTC_0340000048099_CDH4	CADH4_CHICK	CDH4	3.11
AMEXTC_0340000004184_LOC102348750	CEAM5_MOUSE	CEACAM5	2.66
AMEXTC_0340000028915_ICAM5	ICAM5_MOUSE	ICAM5	2.44
AMEXTC_0340000049914_Sell	LYAM2_HUMAN	SELE	2.39
AMEXTC_0340000220626_PLLP	PLLP_HUMAN	PLLP	2.3
AMEXTC_0340000220764_LOC101952950	MYO10_BOVIN	MYO10	2.06

**Table 4:** Genes encoding secretory proteins. Transcript name is given as “AMEXTC” if found in the reference genome or “MSTRG” if identified as novel by StringTie. Gene names are left blank for UniProt entries without a listed gene name.

Transcript	UniProt ID	Gene Name	log2FC
AMEXTC_0340000004000_LOC108712603	MMP21_CYNPY	MMP21	8.68
MSTRG.17898	NDNF_HUMAN	NDNF	5.04
MSTRG.6144	FCNV4_CERRY	-	4.36
AMEXTC_0340000030622_PROZ	PROZ_BOVIN	PROZ	4.22
AMEXTC_0340000250114_c4a.L	CO4_BOVIN	C4	3.87
AMEXTC_0340000209130_LOC105403673	CO5A1_MOUSE	COL5A1	3.63
AMEXTC_0340000025257_HAPLN4	HPLN4_MOUSE	HAPLN4	3.55
MSTRG.15067	VCO3_NAJKA	-	3.42
AMEXTC_0340000036400_LOC100552635	FCNV1_VARKO	FCNV1_VARKO	3.41
AMEXTC_0340000044633_PKDCC	PKDCC_HUMAN	PKDCC	3.29
AMEXTC_0340000062173_Angiogenin	ANGI_MOUSE	ANG	3.22
MSTRG.6402	MSMB_PIG	MSMB	3.17
AMEXTC_0340000056401_ostn	OSTN_HUMAN	OSTN	3.09
MSTRG.829	IL12B_FELCA	IL12B	2.85
AMEXTC_0340000250115_complement	CO4_RAT	C4	2.6
AMEXTC_0340000233392_CETP	CETP_CHICK	CETP	2.6
AMEXTC_0340000044847_Coiled-coil	WNT6_MOUSE	WNT6	2.48
AMEXTC_0340000048200_TSPEAR	TSEAR_HUMAN	TSPEAR	2.47
MSTRG.13661	IL18_CHICK	IL18	2.36
MSTRG.10022	IL8_CHICK	IL8	2.32
AMEXTC_0340000000382_fibroblast	FGF2_BOVIN	FGF2	2.14
MSTRG.1555	GDF6A_DANRE	GDF6A	2.14
AMEXTC_0340000053380_COL27A1	CO5A3_HUMAN	COL5A3	2.09
AMEXTC_0340000232220_LOC107293967	CHIT1_HUMAN	CHIT1	2.07
AMEXTC_0340000170356_LOC102365657	SFTPD_RAT	SFTPD	2.05
AMEXTC_0340000064262_ndnf	NDNF_XENTR	NDNF	2.04
MSTRG.5658	SDF1_XENLA	SDF1	2.03
AMEXTC_0340000010931_ADAMTS3	ATS3_HUMAN	ADAMTS3	2.03
MSTRG.22754	HMCN1_HUMAN	HMCN1	2.01

## Data Availability

The data is now publicly available and has been assigned accession GSE182296 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182296 (accessed on 19 August 2021).

How the deposited data were processed for this re-analysis (not part of the article)

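Total RNA of the mesenchyme of 12 right forelimb blastemas was sequenced, 6 from axolotls given 25 nM Am580 and 6 from axolotls given DMSO on days 1 to 5 and collected on day 7. The 6 Am580 limbs were those whose contralateral limbs showed the most duplication, and the 6 DMSO limbs had none, so the choice of animals goes with the treatment. Libraries are called replicates 1 to 6 of each treatment, as the authors number them.

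The authors trimmed the reads with Trimmomatic, aligned them to AmexG_v3.0.0 with HISAT2, assembled and merged transcripts over both treatments with StringTie and the reference gene set, and counted read pairs on exons per gene with featureCounts, reverse stranded. The deposited count table holds these counts as whole numbers, without normalization, for 36917 genes in 12 columns. The deposited abundance table holds a signal for 25685 genes. It was checked against the counts and equals TMM-normalized CPM (edgeR's depth-scaled counts) of the 25685 genes that edgeR's filterByExpr keeps, with a largest relative difference of 5e-15, and it was used for this check only. The deposited merged assembly holds another kind of value, the 1-based start and end of each transcript and exon on AmexG_v3.0.0 scaffolds. It was used for gene names and coordinates, which come from the reference gene each transcript carries. No genome sequence or other annotation of this build was used.

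Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Tables and plots were made in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes with at least 10 counts in at least 6 libraries were kept, as the paper's methods state, counts were scaled with TMM factors, which the paper's text does not name, and treatments were compared with edgeR's quasi-likelihood F test in its legacy form, without covariates. Benjamini-Hochberg adjusted p under 0.05 made a gene differentially expressed. Log2 CPM used a prior count of 2. Total counts per library ranged from 27226012 to 43793138, and 3 counts, taken as the upper limit of a count of 0, are 0.0637 to 0.111 CPM. Where every library of a treatment had 3 counts or fewer, a bound on the fold change was computed against this limit. No 2 libraries held the same counts. The standard error of a log2 fold change was derived from the F statistic.

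Lists of gene symbols were tested with limma's camera at a correlation of 0.01, with Benjamini-Hochberg adjustment over the 14 lists: integrin subunits, matrix metalloproteinases, collagens, cell cycle, retinoid pathway, proximal limb identity, distal limb identity, and markers of macrophages, osteoclasts, epidermis, muscle, erythroid cells, cartilage and connective tissue. Symbols were matched to the names the assembly carries, case ignored, so a gene under another name is missing from its list. The lists, the tests, the alternatives and the rule for named genes were set before the data were examined. Named genes are those the paper names, by the transcript of its tables where it gives one, and otherwise every gene carrying the symbol. Where several carry it, the one whose log2 fold change the paper prints was taken. To these were added the 5 genes per direction with the largest absolute log2 fold change among called genes with a mean of at least 1 CPM and no overlap between treatments. Genes the paper names and no gene of the assembly carries were not analysed here. The paper's fold values match log2 fold changes and were read as such. Members of a list given beside its test were chosen from it after their values were seen.

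The alternatives were DESeq2's size factors, library size only and upper-quartile normalization in place of TMM, no filter, filterByExpr and at least 10 counts in every library in place of the filter, DESeq2, limma-voom, edgeR's current quasi-likelihood method and its robust option in place of the test, counts thinned to the smallest library, genes listed under a reference transcript name only, replicate number as a block, each library left out in turn, glmTreat for the fold change thresholds, and fry and an estimated correlation for the lists. Counts of genes and list results were also computed for 100 of the 462 splits of the 12 libraries into 6 and 6, drawn with a fixed seed and including the real one. The highest and lowest library of each group of 6 was tested with Dixon's test on log2 of CPM plus a constant. The pipeline was tested on simulated data with 25879 genes, of which 200 outside the lists were changed and those of 1 list were shifted. It recovered 159 of the 200 (79.5%) with 4.68% false calls, and of 14 lists it called 1, the 1 that had been shifted. Genes were simulated independently of each other, so false calls of lists under correlation between genes were not tested. Far fewer genes were changed than were called in the data. Pathway analysis, BLAST searches and limb scoring were left out, as they need data or tools that were not at hand.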

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

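Apart from splits of the libraries and the alternatives listed under processing, the tests of explanations were chosen only after the result was seen. Within each treatment, the highest and the lowest library were compared with the rest, for each named gene and each list, as the gap to the nearest library divided by the whole range of the 6 libraries. Of 218 groups, 19 held an outlying library where chance at about 1 in 20 gives 10.9, and 16 of the 19 are gene values, all of called genes. No library held more than 2 of them, which speaks against 1 aberrant library as their source. No biological explanation was tested for the single-gene values.

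Among downregulated transcripts of Table 1, MSTRG.23812 was low in DMSO replicate 2 (ratio 0.840, 0.738 CPM against 15.5 to 25.4 in the others), MSTRG.1117 had no count in DMSO replicate 6 (ratio 0.720, 8.34 to 26.6 CPM in the others), and MSTRG.16116, named LIN1, was low in DMSO replicate 2 (ratio 0.727, 0.554 CPM against 1.04 to 1.27). Am580 replicate 6 alone of the Am580 libraries had counts for MSTRG.5087 and for MSTRG.25599, also named LIN1 (ratio 1 for each). Their log2 fold changes were -6.57 and -6.85. Without that library no Am580 library had a count for either gene, so that only bounds hold, and both stayed called. MSTRG.5357 was highest in Am580 replicate 5 (ratio 0.647, 0.255 CPM against at most 0.0783). Sharing of reads between genes named LIN1 was not measured. HOXA13 was high in DMSO replicate 3 (ratio 0.647, 9.98 CPM against 4.82 to 6.26) and is the 1 gene among the 16 that was not called without the outlying library (log2 fold change -0.79, adjusted p = 0.0545 from edgeR's quasi-likelihood test, against -0.96 and 0.0247 with all libraries). Its adjusted p over all alternatives ranged from 0.00307 to 0.0553.

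Among upregulated genes, DMSO replicate 4 was lowest for CAV1 (ratio 0.766, 77.0 CPM against 89.5 to 93.8) and ADRA2A (ratio 0.646, 1.28 CPM against 1.99 to 2.50). DMSO replicate 1 was highest for CEACAM5 (ratio 0.730), whose log2 fold change was 3.71 without it against 2.66. DMSO replicate 5 was highest for CETP (ratio 0.670) and lowest for HMCN1 (ratio 0.661). Am580 replicate 1 was lowest for HRH2 (ratio 0.648, 2.10 CPM against 6.29 to 10.9) and MYO10 (ratio 0.640, 13.1 CPM against 31.3 to 50.8), Am580 replicate 5 for ICAM5 (ratio 0.806, 10.3 CPM against 28.0 to 35.5), and Am580 replicate 3 was highest for MSTRG.6144 (ratio 0.634). Each of these genes stayed called without the library.

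The mean log2 CPM of the matrix metalloproteinases was lowest in DMSO replicate 6 (ratio 0.640, 4.70 against 4.98 to 5.14), for which no explanation was tested. The collagens were highest in DMSO replicate 3 (ratio 0.726, 5.02 against 4.38 to 4.56). More cartilage in this blastema is a candidate explanation. The 7 cartilage genes that are not collagens had a median log2 excess of 1.075 there, while in no other DMSO library did it pass 0.194. The 5 collagens that are also on the cartilage list had an excess of 2.558 and the 26 other collagens one of 0.316. Cartilage thus may account for part of it, and without the 5 shared genes the ratio was 0.434. Whether the cartilage is stump skeleton or newly formed was not tested.

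Epidermis markers were highest in DMSO replicate 1 (ratio 0.632, mean log2 CPM 3.88 against 0.919 to 2.01). Of the 15 genes of that list, 13 had their highest DMSO value there. A candidate explanation is epidermis left on this blastema when it was stripped. Of 8 keratin genes outside the list, 6 had their highest DMSO value in this library, where 1.33 would by an even spread. The list as a whole had a median log2 fold change of -0.89 (camera, Benjamini-Hochberg adjusted p = 0.563), with 3 genes called lower, CLDN1, KRT18 and PKP1, and 3 adjusted over the list alone. Without DMSO replicate 1 the direction of camera's test turned up (adjusted p = 0.875, with a range of 0.265 to 0.986 over all alternatives), so the direction of the list as a whole rests on this library. The call of CLDN1 held in 2 of the 12 fits that left out 1 library (adjusted p of up to 0.115 without DMSO replicate 2).

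Osteoclast markers, which the paper does not discuss, fell with Am580. The 12 symbols gave 9 tested genes with a median log2 fold change of -2.768 (camera, Benjamini-Hochberg adjusted p = 1.31e-11), and all 6 Am580 libraries had a lower mean log2 CPM of the list (4.80 ± 0.411) than every DMSO library (7.17 ± 0.242). All 9 were called, over all genes tested and adjusted over the list alone, 8 of them lower. ACP5 fell from 1467 to 215 CPM, NFATC1 from 309 to 17.7 CPM and CTSK from 123 to 13.6 CPM, and DCSTAMP had a log2 fold change of -4.38. Of the 2 genes named SIGLEC15, MSTRG.10827 fell (-3.91) and MSTRG.19709 rose (2.68). The list was as far from 0 in 1 of 100 splits of the libraries, the real one. MMP9, also on the list, was not analysed here.

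Several technical explanations are at odds with values for this list. Its median was -2.713 with library size only, which argues against the normalization, and the median of genes of the same exon length was -0.032, against gene length. All 7 genes of the list not named SIGLEC15 were called lower, so reads shared between the genes named SIGLEC15 cannot be the source of the fall as a whole. The paper names OCSTAMP and ITGB3 from these libraries, and without them the 7 others gave a camera p of 8.58e-10. With each library left out in turn the adjusted p reached at most 1.24e-10. Less stump tissue of every kind in the Am580 blastemas would lower muscle markers alike, but their median log2 fold change was -0.253. Muscle markers cannot tell whether less stump skeleton was taken, so that stays open. Cartilage markers had a median log2 fold change of -0.36, with 10 of 12 genes lower (camera, Benjamini-Hochberg adjusted p = 0.390). A smaller share of all myeloid cells would lower macrophage markers alike, of which 5 were called higher and 4 lower. Also open is whether Am580 blastemas held fewer osteoclasts, from less stump skeleton or otherwise, or expressed these genes less in each. The log2 fold changes of the 8 lower genes had an SD of 1.164, and the explanations cannot be told apart because bulk RNA gives no cell numbers. An effect of Am580 on osteoclasts is a hypothesis found and tested on the same libraries, and the choice of the Am580 animals by their duplication goes with the treatment.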

How the results depend on the processing

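The counts of differentially expressed, upregulated and downregulated genes stayed within 1.5-fold of 3660, 1793 and 1867 under every alternative except the genes listed under a reference transcript name. There 1890 genes were tested, and 171 were called, 91 up and 80 down, of which 113 had an absolute log2 fold change of at least 1 and 38 one of at least 2, and 7 of the table transcripts were called. The fewer genes tested are the cause by construction. Under the other settings the count lay between 3249 (at least 10 counts in every library, 21357 genes tested) and 4707 (DESeq2), and 3646 of the 3660 genes were also called by DESeq2. The filter of at least 10 counts in every library removes genes that are off in 1 treatment, and it lowered the genes with an absolute log2 fold change of at least 2 from 519 to 258 and the called table transcripts from 77 of 79 to 37. Tested against the threshold itself with glmTreat, 531 genes passed an absolute log2 fold change of 1 and 135 one of 2. Library size only made upregulated genes the larger side, 2145 against 1469.

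Pairing by replicate number was checked, as the numbers might pair animals. Correlations between DMSO and Am580 libraries of the same number, after removing each treatment's mean, were 0.108, 0.235, 0.167, -0.172, 0.095 and -0.107, so they do not point to pairs. With the number as a block, 3440 genes were called, 2990 of them shared with the fit without it.

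Across the 12 fits that each left out 1 library, the differentially expressed genes ranged from 3018 (without DMSO replicate 5) to 3956 (without Am580 replicate 1), upregulated genes from 1462 to 1968 and downregulated genes from 1556 to 2083. Those with an absolute log2 fold change of at least 1 ranged from 1432 to 1683 and of at least 2 from 478 to 563, and the called table transcripts from 76 to 77.

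For the lists, the calls of osteoclast markers and the retinoid pathway held under every alternative. Proximal limb identity was not called with an estimated correlation (adjusted p = 0.207, the highest over the other settings, where the lowest was 0.000907). Distal limb identity, not called by camera, was called with fry (0.0211) and with the replicate block (0.0259). Erythroid markers turned up under fry (0.995) and were called under no setting. The cause of these changes was not tested. With each library left out in turn, adjusted p ranged from 0.132 to 0.864 for cartilage, 0.197 to 0.994 for the cell cycle, 0.460 to 0.946 for collagens, 0.850 to 0.982 for connective tissue, 0.0342 (without Am580 replicate 3, a call) to 0.195 for distal identity, 0.265 to 0.875 for epidermis, 0.519 to 0.994 for erythroid markers, 0.390 to 0.946 for integrins, 0.740 to 0.973 for macrophages, 0.826 to 0.961 for metalloproteinases, 0.129 to 0.876 for muscle, 1.84e-13 to 1.24e-10 for osteoclasts, 0.00201 to 0.0180 for proximal identity and 0.00337 to 0.0214 for the retinoid pathway. The direction turned in these fits for the cell cycle, connective tissue, epidermis, erythroid and macrophage lists, none of which was called.

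Of 1111 pairs of a named gene and another setting, 1093 kept direction and call, 15 lost the call, 1 gained it and 2 reversed. Of 1152 pairs with 1 library left out, 1127 kept both, 15 lost the call, 2 gained it and 8 reversed. ITGA5 reversed with limma-voom (-0.10) and with the replicate block (-0.10), and from -0.16 to 0.17 in the fits that left out 1 library. MMP28 ranged from -0.043 to 0.36 in those fits. The cause was not tested. With the replicate block, ANG (adjusted p = 0.121), HOXD3 (0.0511), IL12B (0.0976), ITGA6 (0.0530), MSMB (0.0753), MSTRG.1117 (0.0584) and RPS25 (0.209) lost the call. With limma-voom, IL12B (0.0832), MMP14 (0.0566), MSMB (0.131), MSTRG.1117 (0.395), RGR (0.143) and RPS25 (0.504) did. MMP14 also lost it with upper-quartile normalization (0.0538). Depth limits genes near the floor. With counts thinned to the smallest library 24811 genes were tested and 3392 called, and LRFN5 and the lower bounds of CP26A, FGF8 and TAT rest on libraries with 3 counts or fewer.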

Differences from the paper's values

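The paper's fold values in its tables and text match log2 fold changes. Of 92 compared, 84 lay within the standard error of the value here. This error measures the spread between animals, while both values come from the same libraries, so it is a lenient limit. Values that differ from the paper's, such as those of ITGAV and ITGB2, pass it. OCSTAMP (MSTRG.5358) had a log2 fold change of -2.46 against the paper's -5.3164526, and SLC4A2 (MSTRG.7256) one of -4.24 against the paper's -5.8790351. For ITGA5 it was 0.0076 against the paper's 0.492, for FCNV1_VARKO (MSTRG.6145) 2.43 against the paper's 3.41, for PKDCC 1.38 against the paper's 3.29, and for CETP 2.15 against the paper's 2.6. The fall of MMP28 on the log2 scale was -0.16, a rise, against the paper's 0.83. None of the alternatives set before the data were examined closed these gaps. ITGA5 and MMP28 were matched by the name the assembly carries, so the paper may mean other genes. COL6A2 had 0.66 against the paper's 0.85. The fits without DMSO replicate 3, DMSO replicate 6 or Am580 replicate 6 brought it within the error, and none of the other alternatives set before the data were examined did.

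The merged assembly lists 57053 transcripts against the paper's 193947, and 33802 of them are not in the reference annotation against the paper's 11962. None of the alternatives set before the data were examined changes these numbers.

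Some of the paper's values appear under other genes of the assembly. MSTRG.5357, which overlaps OCSTAMP on the other strand, had a log2 fold change of -5.32, and MSTRG.7261, which lies inside SLC4A2, one of -5.88. The value the paper gives for its transcript mRNA01059, taken here as MSTRG.25655, is that of MSTRG.25656, 5.21 to 2 decimals. MSTRG.25655 itself did not pass the count filter and was at least 3.56-fold higher with Am580. The value the paper gives for Meis1 is that of MEIS3, 0.72.

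With filterByExpr as the filter, 3637 genes were called and 505 of them had an absolute log2 fold change of at least 2, the numbers the paper's results give for its differentially expressed genes and its restricted list. The paper calls that list a 2-fold change, which on the log2 scale is 1, and 1576 genes pass that with the main filter. The paper's methods give fewer differentially expressed genes for its edgeR test than its results do. Neither filterByExpr nor the main filter gave that lower number. HTR6, which the main filter removes, is called with filterByExpr and with no filter, and without a filter all 79 transcripts of Tables 1, 3 and 4 are called. HTR6 was at least 7.89-fold lower with Am580.

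The paper states that ITGAV and ITGB3 are the only integrin signaling receptor genes that fall, while ITGB2 fell here as well, with a log2 fold change of -0.77, as it does in the paper's own Table 2. It describes ITGA5 and ITGA2 as upregulated and differentially expressed, and neither was called here (adjusted p = 0.990 and 0.0904 from edgeR's quasi-likelihood test), although ITGA2 was with DESeq2 (0.0443) and without DMSO replicate 3 (0.0496) or Am580 replicate 1 (0.0405), in a range of 0.0405 to 0.190 over all alternatives. It gives MMP28 as downregulated, and MMP28 was not called (adjusted p = 0.866, at least 0.653 over all alternatives). It gives LRFN5 as downregulated, and the gene the assembly names LRFN5 had counts in Am580 replicate 6 only. The paper also named genes by BLASTx, which was not repeated here. Its ITGA2, ITGA5, MMP28 and LRFN5 may thus be other genes of the assembly, and these differences need not contradict it. It gives FGF8 as the gene that fell most. FGF8 is known only as at least 7.80-fold lower, so its rank cannot be given, and the log2 fold changes of LIN1 (MSTRG.25599) and TPH were -6.85 and -5.27. It lists a fall of cell cycling, and the cell cycle list had a median log2 fold change of 0.004 with 1 of 85 genes called lower. It describes more downregulated than upregulated genes, which holds here (1867 against 1793) in the main test. Upregulated genes were the larger side with library size only, with upper-quartile normalization, among genes listed under a reference transcript name, and without DMSO replicate 1, DMSO replicate 2, Am580 replicate 4 or Am580 replicate 5.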

Other observations

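Apart from splits of the libraries and the alternatives listed under processing, the tests of explanations were chosen only after the result was seen. In 100 of the 462 splits of the 12 libraries into 6 and 6, only the real split gave as many differentially expressed, upregulated or downregulated genes, as many with an absolute log2 fold change of at least 1 or at least 2, or as many called table transcripts, 1 of 100 each. The largest number of called genes in another split was 29. The paper chose its table transcripts on these same libraries and grouping, so their count could hardly be as large elsewhere and is not independent evidence. For the lists, with the real split included, as small a p was found in 1 split for the retinoid pathway, in 7 for proximal limb identity and in 18 for distal limb identity. It was found in 54 for integrins and for collagens, 60 for cartilage, 63 for muscle, 74 for metalloproteinases, 79 for epidermis, 85 for macrophages, 97 for connective tissue and 99 for the cell cycle and erythroid lists. The 7 splits for proximal limb identity include the real one, and the others show that regrouping libraries could give as small a p.

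Across genes, log2 fold change and log2 exon length had a correlation of -0.03, and genes are not independent replicates. From the shortest to the longest quintile of genes the share called rose from 7.08 to 21.6%, while the median log2 fold change stayed between -0.026 and 0.028. Of the 3660 called genes, 3249 were also called with counts thinned to the smallest library, so that a difference in depth is unlikely to account for most of them.

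The remaining lists gave no call by camera. Cartilage markers (12 genes of 17 symbols) had a median log2 fold change of -0.36 (adjusted p = 0.390), with 2 called lower, the same number adjusted over the list alone. Muscle markers (24 genes of 22 symbols) had -0.25 (0.404), with MYOG called higher (1.30, adjusted p = 0.0489 from edgeR's quasi-likelihood test) in 2 of the 12 fits that left out 1 library and up to 0.101 without Am580 replicate 4, and none adjusted over the list alone, where 3 had an unadjusted p under 0.05. Connective tissue markers (9 genes of 13 symbols) had -0.08 (0.973), with FN1 called higher (0.68, adjusted p = 0.0146 from the same test), also adjusted over the list alone. Erythroid markers (4 genes of 13 symbols) had -0.24 (0.973), with no gene called and none at an unadjusted p under 0.05. Macrophage markers (14 genes of 22 symbols) had 0.10 (0.926), with members going both ways. CYBB (1.22), MARCO (1.22), IRF8 (1.13), AIF1 (0.84) and FCER1G (0.23) were called higher and CSF1R (-0.90), ITGB2 (-0.77), CD68 (-0.77) and SPI1 (-0.68) lower, and 10 were called adjusted over the list alone. FCER1G was called in 8 of the 12 fits that left out 1 library, with an adjusted p of up to 0.0670 without Am580 replicate 5.

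The second principal component (15.6% of the variance) did not follow the treatment. Of its 200 genes with the largest loadings, 75% have no reference name against 41.1% of tested genes and 54% for the first component, and 2 of the 200 were called. A look for genes with at least 1 CPM in some libraries and at most 3 counts in all others found 208, of which 207 did not follow the treatment. Of these, 8 had at least 1 CPM in the same 4 libraries, DMSO replicate 2 and Am580 replicates 2, 4 and 5, and at most 3 counts in the others. If each gene varied on its own, as many would share a set of libraries in 0 of 10000 permutation draws (at most 6, permutation p = 1e-04, the smallest these draws can give). The 4 libraries are 3 of the 6 Am580 libraries and 1 of the 6 DMSO libraries. This is no test of Am580 treatment, as the 8 genes were taken from those that did not follow it. Inherited variants shared by related animals could give it. The 8 genes lie on 8 scaffolds, and since the files used give neither the scaffolds' places on chromosomes nor the animals' parents, this cannot be told apart from other sources. None of the 8 was called and 7 have no reference name.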
